# AhR Activation at the Air-Blood Barrier Alters Systemic microRNA Release After Inhalation of Particulate Matter Containing Environmentally Persistent Free Radicals

**DOI:** 10.1007/s12012-025-09989-z

**Published:** 2025-04-11

**Authors:** Ankit Aryal, Ashlyn C. Harmon, Alexandra Noël, Qingzhao Yu, Kurt J. Varner, Tammy R. Dugas

**Keywords:** microRNA, Environmentally persistent free radicals, Particulate matter, Air pollution, Cardiovascular health, Aryl hydrocarbon receptor, Alveolar type-II cells, Environmental toxicology, Inhalation

## Abstract

Particulate matter containing environmentally persistent free radicals (EPFRs) is formed when organic pollutants are incompletely burned and adsorb to the surface of particles containing redox-active metals. Our prior studies showed that in mice, EPFR inhalation impaired vascular relaxation in a dose- and endothelium-dependent manner. We also observed that activation of the aryl hydrocarbon receptor (AhR) in the alveolar type-II (AT-II) cells that form the air-blood interface stimulates the release of systemic factors that promote endothelial dysfunction in vessels peripheral to the lung. AhR is a recognized regulator of microRNA (miRNA) biogenesis, and miRNA control diverse signaling pathways. We thus hypothesized that systemic EPFR-induced vascular endothelial dysfunction is initiated via AhR activation in AT-II cells, resulting in a systemic release of miRNA. Using a combustion reactor, we generated EPFR of two free radical concentrations—EPFR_lo_ (10^16–17^ radicals/g particles) and EPFR (10^18–19^ radicals/g)—and exposed mice by inhalation. EFPR inhalation resulted in changes in a distinct array of miRNA in the plasma, and these miRNAs are linked to multiple systemic effects, including cardiovascular diseases and dysregulation of cellular and molecular pathways associated with cardiovascular dysfunction. We identified 17 miRNA in plasma that were altered dependent upon both AhR activation in AT-II cells and ~ 280 ug/m^3^ EPFR exposure. Using Ingenuity Pathway Analysis, we found that 5 of these miRNAs have roles in modulating endothelin-1 and endothelial nitric oxide signaling, known regulators of endothelial function. Furthermore, EPFR exposure reduced the expression of lung adherens and gap junction proteins in control mice but not AT-II-AhR deficient mice, and reductions in barrier function may facilitate miRNA release from the lungs. In summary, our findings support that miRNA may be systemic mediators promoting endothelial dysfunction mediated via EPFR-induced AhR activation at the air-blood interface.

**Graphical Abstract:**

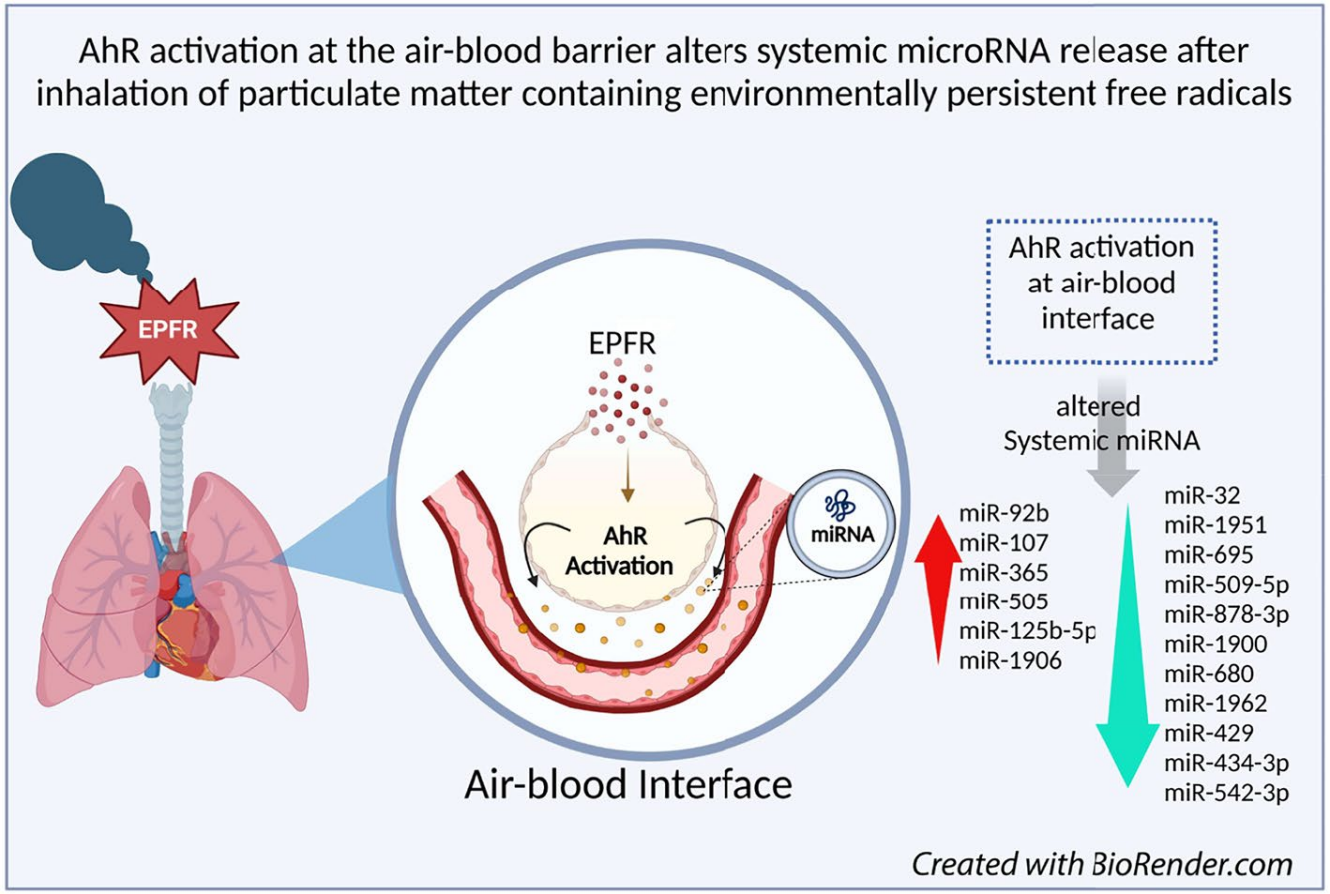

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12012-025-09989-z.

## Introduction

Exposure to environmental stressors is a significant risk factor for disease development. In fact, the World Health Organization (WHO) identified air pollution as the most important environmental factor contributing to adverse human health and disease development. Recent data estimates that millions of premature deaths, largely due to ischemic heart disease, stroke, pneumonia, chronic obstructive pulmonary diseases, and lung cancer, occur yearly due to outdoor and household air pollution [1–3]. Epidemiological studies demonstrate that airborne particulate matter (PM) increases the risk of developing cardiovascular disease [4–6]. PM is a mixture of solid particles and liquid droplets. These particles range in size from nanometers to millimeters and form in air [7] through the incomplete combustion of organic matter, leading to a discharge of oxidized organics. These oxidation products bind to metal centers on particle surfaces and undergo electron transfer to form stabilized free radical complexes [8, 9]. These radicals persist in the air for several days to weeks and months [10, 11] and are thus referred to as environmentally persistent free radicals (EPFR). PM emissions from thermal processes like thermal remediation contain EPFR [12–14], but EPFR are also found in other combustion sources like forest fires, vehicle emissions, and cigarette and e-cigarette aerosols [15, 16]. Electron paramagnetic resonance analysis of EPFR indicates broad signals with a *g*-value at ~ 2.003, suggesting a mixture of carbon- and oxygen-centered radicals [17, 18]. The unique chemistry of EPFR enables their ability to redox cycle to continuously generate ROS. This redox cycling is maintained in biological fluids [19], and PM-containing transition metals, quinoids, and polycyclic aromatic hydrocarbons act synergistically to produce a more robust cellular ROS than that provided by the individual constituents alone [20]. However, a significant gap in knowledge remains regarding EPFR exposure and its impacts on human health.

In our previous studies, EPFR induced endothelial dysfunction and impaired lung function in a manner intricately associated with pulmonary oxidative stress and activation of the aryl hydrocarbon receptor (AhR) [21]. In mice selectively deficient in AhR expression in alveolar type-II (AT-II) cells, specialized epithelial cells residing at the air-blood interface in the lung, EPFR-induced endothelial dysfunction observed downstream of the lung was abolished [22]. These findings suggest that AhR activation in AT-II cells mediates EPFR-induced vascular endothelial dysfunction possibly through their systemic release of bioactive mediators. The AhR is a transcription factor that once activated, translocates from the cytoplasm to the nucleus where it regulates the transcription of genes with xenobiotic response elements within their promoter regions [23]. AhR activation contributes to numerous biochemical and toxic effects, such as teratogenesis, immune modulation, tumor formation, and modulation of genes involved in the metabolism of toxicants [24–28]. The AhR is also a potent regulator of miRNA biogenesis in the lungs [29].

miRNA are small non-coding RNA molecules first discovered in 1993 during an investigation of the developmental pathways of *Caenorhabditis elegans*. These miRNAs were identified as a single strand of 22 nucleotides that played a crucial role in the epigenetic regulation of gene expression [30]. miRNA primarily bind to the 3′-untranslated regions (UTRs) of target mRNA, inhibiting gene translation [31]. However, miRNA binding sites have also been identified in other regions such as 5′-UTR, coding sequences and even promoter regions of mRNA targets [32]. Such miRNA-mRNA interactions result in either a silencing of expression or enhancement of gene transcription, underscoring their versatility in gene regulation. With respect to miRNA’s role in regulating gene translation, over the last two decades, miRNA have captured widespread interest for their regulation of both normal cellular physiology and disease processes and have been extensively studied as prognostic and diagnostic biomarkers of disease. These studies have identified thousands of mature miRNA in many species such as mouse, rats, horses, and birds, including many relevant to humans [33–35].

Specific miRNA patterns are frequently used as biomarkers for diseases including cardiovascular, neurodegenerative diseases, and cancer [36–38]. miRNA are also proposed as objective measures of disease diagnosis, prognosis, and treatment options, particularly in cancer cases [39–41]. However, the relationship between exposure to PM air pollution and expression of miRNA has not been extensively studied. Emerging research suggests that miRNA targets are vital mediators of the endothelial cell cycle, nitric oxide signaling, apoptosis, and inflammation [42–44], and contribute to angiogenesis and endothelial dysfunction and activation [45, 46]. Several studies showed that circulating miRNA levels correlate with exposure to PM [47, 48]. Interestingly, the Susceptibility to Particle Health Effects, miRNA and Exosome (SPHERE) study conducted with 1630 human subjects suggested that exposure to the PM downregulates a number of miRNA, packaged within extracellular vesicles. These data further suggested that PM-induced downregulation of these miRNAs mediated increases in fibrinogen levels, thus contributing to the development of cardiovascular events [49].

Given the adverse health effects associated with air pollutant exposures, along with several methodological developments facilitating the study of miRNA, we investigated whether epigenetic markers, such as miRNA expression, contribute to EPFR-associated cardiovascular disease pathogenesis. We hypothesized that exosomal miRNA are systemic mediators that link EPFR inhalation into the deep lung with vascular dysfunction observed distal to the lung. Using mice selectively deficient in AhR within AT-II cells, we further investigated the link between EPFR-induced AhR activation in pulmonary AT-II cells and exosomal miRNA levels in the plasma.

## Materials and Methods

### Mice

All mice used in this study were purchased from Jackson Laboratories (Bar, Harbor, ME). Animals were allowed to acclimate to the facility for at least one week before experiments. For the initial screening of EPFR-induced alterations in plasma miRNA levels, we used 24 male C57BL/6J mice (*n* = 8/group). We used only male mice for this initial study because compared to females, male mice reportedly exhibit greater susceptibility to vascular dysfunction induced by ultrafine particle inhalation [50–52]. However, in subsequent studies aimed at examining the impact of AT-II-dependent AhR activation, a cohort of 20 female and 16 male mice were employed. Mice deficient in AhR in AT-II cells and their littermate controls (*n* = 5–6/group) were generated by breeding male *Ahr*^*fl/fl*^ (*Ahr*^*tm3.1Bra*^/J) mice with female Surfactant Protein C (*Sftpc*)-*Cre*-recombinase transgenic (B6.129S-*Sftpc*^*tm1(Cre/ERT2) Blh*^/J) mice, as described previously [22]. All mice were housed in HEPA-filtered air-ventilated cages in a climate-controlled facility maintained at 68–78° F and 40–60% humidity, with a normal 12 h light and 12 h dark cycle. The mice were housed on soft bedding in shoebox cages and were provided ad libitum access to regular chow diet and water. All animal experiments were conducted using protocols approved in advance by the Institutional Animal Care and Use Committee at Louisiana State University.

### Generation of Combustion-Derived EPFR

Combustion-derived EPFR particles were generated and characterized as previously described [53]. In brief, EPFR were produced from the catalytic combustion of 1-methyl naphthalene in the presence of anthracene and mono-chlorophenol. A two-stage combustion reactor was used to generate EPFR with a well-defined and -controlled free radical composition [53]. In the reactor, the first stage created iron oxide nanoparticles via high-temperature oxidation of a reverse micelle suspension Fe(III) nitrate in oleic acid and hexane, maintained at 700°C with a 60 s residence time. Those particles passed through a cooling section to ensure nucleation before reaching the next stage in the reactor. The second stage was operated under oxygen-starved combustion conditions at 975 °C with a 1 s gas-phase residence time. Combustion fuel was injected via a side port, preventing backflow into the reactor. EPFR concentration was controlled by adjusting the combustion conditions at the fuel injection point. EPFR particles used for these studies are denoted as EPFR (1e^17−18^ radical/g) and EPFR lo (1e^16−17^ radical/g), indicating the particles’ radical content and their potency to induce endothelial dysfunction after inhalation exposure [53]. Our ability to produce particles of differing free radical content allowed for a radical- (i.e., dose-) response study design. These exposures are environmentally relevant, as recent assessments of EPFR concentrations measured in Memphis, TN demonstrated that airborne PM contains 1.1e^17^–3.7e^19^ radicals/g [54].

### Inhalation Exposure System

A whole-body inhalation system consisting of an 18 L plexiglass chamber containing 16 individual steel-mesh compartments was used for these studies [21, 53]. This setup allows for the simultaneous exposure of multiple mice to the same conditions for several hours. The individual compartments also eliminated their ability to interact with (e.g., lick) one another during exposure. Mice aged 18–20 weeks were exposed simultaneously to either filtered air, EPFR lo, or EPFR for 4 h/d for 5 days. We have repeatedly shown that such exposures produce endothelial dysfunction [22, 53]. EPFR aerosols were produced using a venturi disperser and dry powder dispersion technique. An air flow rate of 7 L/min was used to create an airstream mixture to ensure the even distribution of particles throughout the chamber. The exhaust flow of 1–2 L/min was used to consistently remove the aerosolized particles from the bottom of the chamber, allowing air exchange. Within the exposure chamber, EPFR aerosol mass concentrations were continuously monitored using a TSI Dust Trak II Model 8530, and total mass concentrations were determined gravimetrically using a glass filter connected to Sensidyne Gilian BDX-II sampling pump (St Petersburg, FL). Using electron microscopy (essentially by gluing an EM grid to the glass fiber filter) and a scanning mobility particle sizer spectrometer (TSI, Inc., Shoreview, MN), we showed that aerosols produced in this manner exhibit average diameter sizes of 93 nm ± 2.58 (geometric standard deviation; GSD) and 106 nm ± 2.47 (GSD) for EPFR and EPFR lo, respectively [53].

In the initial study, C57BL/6J mice were exposed to either filtered air, EPFR lo, or EPFR, with all particle exposures maintained at a constant particle mass concentration of 280 ± 5 µg/m^3^. Follow-on studies using transgenic mice used the same particle mass concentrations, but because our screening studies in C57BL/6J mice failed to demonstrate a difference in the profile of miRNA altered by EPFR compared to EPFR lo exposures, these mice were divided into only two exposure groups—filter air or EPFR. At the end of each exposure, mice were placed back in their cages where they breathed HEPA-filtered air. After the fifth exposure, the mice were euthanized using pneumothorax under anesthesia (pentobarbital, 50 mg/kg i.p), in accordance with the American Veterinary Medical Association’s Guidelines for the Euthanasia of Animals. Blood was collected from the abdominal aorta in EDTA-coated collection tubes and plasma was obtained by centrifugation. Lungs and aorta were collected in cryovials containing RNAprotect (Qiagen), snap-frozen in liquid nitrogen, and stored at – 80 °C.

### Exosomal RNA Extraction

The Plasma/Serum RNA Purification Kit from Norgen Biotek (Canada) was used for isolating circulating and exosomal RNA from 200 µL plasma samples (*n* = 5–8/group). To eliminate any remaining cellular debris before proceeding with RNA extraction, the samples were thawed on ice and then centrifuged at 400×*g* for 10 min at 4 °C. The extraction was carried out according to the manufacturer’s guidelines. RNA concentration was determined using a NanoDrop One spectrophotometer (ThermoFisher, USA), and the quality of the RNA was determined using an Agilent 5300 fragment analyzer system (Agilent Technologies, Santa Clara, CA). Hemolyzed plasma was excluded from the study.

### miRNA Profiling

Approximately 10 ng of plasma RNA from each mouse sample (*n* = 5–8/group) was processed using the NanoString nCounter Mousev1.5 miRNA Expression Assay Kit and its manufacturer-recommended protocol. Each sample was run independently, with no pooling of samples. An nCounter Digital Analyzer was used to scan each sample for 577 miRNA. Samples were run in multiple batches and raw count data collected from independent runs were combined and processed using nSolver software (NanoString). The raw count data for each miRNA was subjected to the following processing steps: First, background subtraction was performed using the geometric mean of counts for the negative control probes (6 engineered RNA sequences). Next, miRNA counts were normalized by both positive control normalization, using the geometric mean of synthetic positive control target counts, and to apply a sample-specific correction factor to all the target probes, CodeSet Content Normalization, accomplished using the geometric mean of counts recorded for housekeeping genes (*Actb, B2 m, Gapdh, Rpl19*) present in the panel. All miRNA data and their metadata uploaded to the NCBI Gene Expression Omnibus (GEO) database under accession numbers GSE286171 and GSE286172.

### Gene Expression Analysis

Lungs tissue samples (*n* = 5–6/group) were carefully collected into cryovials containing RNA-protect solution (Qiagen, Hilden, Germany) and rapidly frozen using liquid nitrogen. Samples were then stored at – 80 °C until processed. Gene expression of tight junction proteins (tight junction protein 1; *Tjp1* (Mm01320638_m1, ThermoFisher, USA)*,* occludin domain containing 1: *Ocel1* (Mm01349279_m1, ThermoFisher, USA) were evaluated in lungs to correlate the miRNA release from the lungs into the systemic circulation, mediating EPFR-induced endothelial dysfunction. RNA extraction from tissue samples was performed using the RNeasy Mini kit (Qiagen, Hilden, Germany). Next, the concentration and purity of the extracted RNA was assessed using a Nanodrop spectrophotometer (ThermoFisher, USA) and Agilent 5300 fragment analyzer system (Agilent Technologies, Santa Clara, CA). For cDNA synthesis, 1 µg of RNA was employed, and the iScript Reverse Transcription Supermix (Bio-Rad, CA, USA) was used for this purpose. The resulting cDNA was diluted with RNase-free water. To analyze gene expression levels, 25 ng of cDNA was subjected to real-time PCR using a Biorad CFX96 Touch PCR machine (Bio-Rad, CA, USA). The iTaqMan Universal Probe Supermix (Bio-Rad, CA, USA) was utilized for PCR reactions. Real-time PCR amplification settings included an initial cycle for polymerase activation and DNA denaturation at 95 °C for 30 s, followed by 40 cycles of amplification, comprising denaturation at 95 °C for 5 s and annealing at 60 °C for 30 s. Hypoxanthine phosphoribosyl transferase (*Hprt,* Mm03024075_m1, ThermoFisher, USA) served as the internal reference gene to normalize the results obtained. Gene expression was calculated using the ∆∆Ct method, and the fold change was determined using the 2^−∆∆Ct^ method.

### miRNA Levels in AT-II Cells and Lung Microvascular Endothelial Cells

AT-II cells were isolated from three AT-II specific AhR-deficient and three wild-type mice, as described previously [22, 55]. Total RNA was extracted from isolated AT-II cells and mouse lung microvascular endothelial cells (mLMVECs; Creative Biolabs, Shirley, NY) using the RNAqueous-Micro Total RNA isolation (ThermoFisher). The quantity and quality of the isolated RNA were determined using a Nanodrop One (Nanodrop Technologies, Wilmington, Delaware) and Agilent 5300 Fragment Analyzer (Agilent Technologies, Santa Clara, California), respectively. RNA isolated from samples was then normalized to 175 ng/uL RNA, and cDNA was made using the Mir-X miRNA First-Strand Synthesis (TAKARA). Quantitation was performed in duplicate for miR-1906, miR-542-3p, and the spiked-in housekeeping gene, U6, using TB Green Advantage qPCR Premix Kit and 50 ng of cDNA per well. AT-II expression of miR-1906 and miR-542-3p was used as the baseline for comparing ATII to mLMVEC. Data were analyzed using the threshold cycle values for each well and the 2^–(Δ ΔcT)^ method to establish fold changes.

### Statistical Analysis

Data were analyzed using one-way or mixed effects ANOVA with Tukey’s post hoc tests to determine significance among groups. Statistical analyses were conducted using GraphPad Prism 9.0 (La Jolla, CA) or R (version 4.3.1, Austria). All data were expressed as means ± standard error of the mean (SEM); in all cases, *p*-value < 0.05 was considered statistically significant. Bonferroni adjustment was used to control the familywise type I error rate for multiple comparisons.

### Ingenuity Pathway Analysis (IPA)

To gain insights into the biological networks and pathways possibly impacted by EPFR-induced alterations in miRNA expression, differentially expressed miRNA were analyzed using IPA software. IPA Core analysis was used to understand the interaction between systemically differentiated miRNA in annotated diseases as well as the molecular and cellular functions associated with them. To identify the target genes of differentially expressed miRNA, we used the IPA microRNA target filter that incorporates a comprehensive dataset including experimentally validated targets from TarBase and miRecords sources, predicted targets from TargetScan, and miRNA-mRNA interactions manually curated from peer-reviewed literature [56–59]. IPA considered the seed sequence of the miRNA to filter target mRNA that are predicted to play an important role in endothelin-1 (ET-1) and endothelial nitric oxide signaling (eNOS). The seed sequence is a conserved heptametrical nucleotide sequence typically located between positions 2–8 from the miRNA’s 5′- end and is a crucial element required for miRNA binding to its target mRNA.

## Results

### EPFR Exposure Induces a Unique and Specific Pattern of Circulating miRNA

To discern changes in circulating miRNA profiles induced by EPFR, we examined miRNA transcripts in plasma of C57BL/6J mice subjected to inhalation of EPFR, EPFR lo, and filtered air using the NanoString nCounter miRNA profiler. 

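Plasma was collected from 24 male C57BL/6J mice, an inbred laboratory strain, after exposure for 4 h/d for 5 days. There were 8 mice in each of the filtered air, EPFR lo and EPFR groups, each a separate animal assayed without pooling. The paper gives a particle mass of 280 µg per cubic meter and ages of 18 to 20 weeks, whereas the sample labels give 250 µg per cubic meter and 20 weeks. By the methods the particles carried 1e+16 to 1e+17 radicals/g (EPFR lo) or 1e+17 to 1e+18 radicals/g (EPFR). RNA was purified from 200 µL of plasma, and about 10 ng per mouse was assayed. In this assay a DNA tag is ligated to each miRNA, the tagged miRNA is hybridized to a color-coded probe, and single codes are counted without amplification. The counts cover 566 mouse miRNA probes, 33 viral miRNA probes, 4 housekeeping mRNA probes, 8 negative controls, 6 positive controls, 6 ligation controls and 3 spike-in probes. Summed over the mouse miRNA, counts per mouse ran from 8665 to 18568 in filtered air (median 10915), from 9083 to 30483 in EPFR lo (median 15741.5) and from 8418 to 22152 in EPFR (median 14183.5). Only 41 of the 566 miRNA had a mean count above 34.1, the mean plus 2 SD of the negative controls, and these 41 held 50.1% of all counts. miR-451, the most abundant miRNA of red blood cells, alone held 27.5%. The other 525 miRNA had mean counts at or under that limit, where a true change is understated and counting error is large. Above its own background limit, a mouse had 30.25 ± 15.1 miRNA in filtered air, 49.25 ± 20.2 in EPFR lo and 42.5 ± 17.7 in EPFR (mean ± SD, n = 8 mice each). The authors subtracted each mouse's negative-control geometric mean from its counts, with a floor of 1, and then scaled by the positive controls and by the geometric mean of Actb, B2m, Gapdh and Rpl19. All of the 13584 deposited normalized values of mouse miRNA (100%) lie within 2% of that background subtraction and housekeeping scaling. The housekeeping probes themselves had mean counts of 11.0 to 17.9, inside the range of the negative controls (11.0 to 29.0). In filtered air mouse 2 and EPFR lo mice 1, 2 and 4, all housekeeping probes lay at or below background, so these 4 mice share a scaling factor of 1.65. Here the raw counts entered edgeR's quasi-likelihood test with the same housekeeping factors as library scaling, over all 24 mice and 566 miRNA, with Benjamini-Hochberg adjustment. A scaled count is the raw count times the housekeeping factor, without background subtraction. The paper states that samples were run in multiple batches, and the batch of each mouse is not given in the sources used here. The positive controls averaged 1202 ± 93.9 counts in replicates 1 to 4 and 1440 ± 129 in replicates 5 to 8, over all groups (mean ± SD, n = 12 each, permutation p = 5.0e-05). These are called run sets here, a division chosen after the values were seen, and each run set holds 4 mice of every group.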

Among the 577 distinct miRNA identified in plasma, levels of 29 miRNA were significantly altered by EPFR exposure (Fig. 1), with 17 significantly increased and 12 significantly decreased compared to filtered air exposure. 

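In mice exposed to EPFR, 4 of 566 miRNA rose in plasma at an adjusted p under 0.05 from edgeR: miR-1, an miRNA of heart and skeletal muscle, miR-376a, from the imprinted Dlk1-Dio3 cluster, miR-142-3p, an miRNA of blood cells, and let-7i. miR-376a rose from a scaled count of 42.4 ± 13.9 in filtered air to 194 ± 203 in EPFR (mean ± SD, n = 8 each), a log2 fold change of 2.19 (standard error 0.40, adjusted p = 2.66e-05), and 7 of 8 EPFR mice lay above the filtered air median. miR-1 rose from 21.3 ± 8.44 to 83.1 ± 137 (log2 fold change 1.98, standard error 0.36, adjusted p = 2.66e-05, 7 of 8 mice), but without EPFR mouse 3 its log2 fold change was 0.72 (adjusted p = 0.994). miR-142-3p rose from 30.8 ± 18.7 to 99.4 ± 80.9 (log2 fold change 1.69, standard error 0.38, adjusted p = 0.00181, 6 of 8 mice), and its adjusted p was 0.0641 without EPFR mouse 8. let-7i rose from 37.1 ± 21.2 to 94.2 ± 59.7 (log2 fold change 1.33, standard error 0.36, adjusted p = 0.0379, 7 of 8 mice), and this call was lost when any of 12 of the 24 mice was left out, with an adjusted p of up to 0.185. The 17 miRNA raised in Fig. 1 had a median log2 fold change of 0.80. Of these, 16 were positive, 9 were higher at an unadjusted p under 0.05, 3 rose at an adjusted p under 0.05 over all miRNA, and 8 did so when adjusted over the list alone. The exception was miR-1962, at -0.21 (standard error 0.32). The 12 miRNA lowered in Fig. 1 had a median of -0.56, and all 12 were negative. Of them, 5 were lower at an unadjusted p under 0.05, among them miR-221, which acts on the vascular wall (log2 fold change -0.93, standard error 0.35, exact permutation p = 0.0232), and miR-669i (-0.78, standard error 0.31, exact permutation p = 0.00886). In edgeR with housekeeping scaling 0 of the 12 fell at an adjusted p under 0.05, over all miRNA or when adjusted over the list alone, and adjusted over all 29 of Fig. 1 as a single list 8 raised and 2 lowered miRNA (miR-221 and miR-669i) passed. With other scalings in edgeR miR-221 fell, at -0.85 with TMM (adjusted p = 0.0266), -0.88 with the positive controls alone (adjusted p = 0.0487) and -1.12 with the top 100 miRNA (adjusted p = 0.00764), with 0 of 8 EPFR mice above the filtered air median, while on the deposited, background-subtracted values it was at -0.02. With the top 100 miRNA miR-669i and miR-337-5p fell also, and with DESeq2 miR-669i did (-0.67, adjusted p = 0.0311, 0 of 8 mice). The study chose both lists on these samples, so these counts and the list tests are not independent evidence of direction. The camera test put the raised list above the other miRNA (adjusted p = 1.02e-20, and adjusted p = 0.0263 with an estimated correlation) and the lowered list below them (adjusted p = 3.60e-07, and adjusted p = 0.136 with an estimated correlation). Of the raised miRNA, 10 of 17 had a mean raw count above background, against 0 of the 12 lowered miRNA, whose means were 8.42 to 22.0 counts. These means are over all 24 mice, so higher counts in exposed mice help a raised miRNA to pass the limit. Of 10 miRNA abundant in red blood cells, 9 were positive, 5 were higher at an unadjusted p under 0.05, 0 rose at an adjusted p under 0.05 and 2 did so when adjusted over the list alone (median 0.75), with miR-16 at 1.54 (standard error 0.52, adjusted p = 0.236) and miR-144 at 1.18 (standard error 0.40, adjusted p = 0.236). With run set as a block, added after the data had been seen, miR-16 (1.78, adjusted p = 0.0350, 7 of 8 mice), miR-144 (1.37, adjusted p = 0.0321, 7 of 8 mice) and miR-21 (1.27, adjusted p = 0.0264, 7 of 8 mice) rose too. With the replicate number as a block, set beforehand, these 3 did not pass (adjusted p = 0.134, 0.0668 and 0.208), nor did miR-1 (1.17, adjusted p = 0.106) and let-7i (1.25, adjusted p = 0.0566), while miR-376a and miR-142-3p did (adjusted p = 0.0143 each). The camera test gave the red blood cell list an adjusted p of 1.59e-10, and adjusted p = 0.105 with an estimated correlation. Of its 10 miRNA 7 were above background, against 41 of all 566, so camera here in part sets abundant miRNA against background counts. Among miRNA above background, those of the list had a median of 0.81 and the other 34 a median of 0.42. The log2 ratio of miR-451 over miR-23a, a measure of red blood cell RNA in plasma, differed by -0.04 (standard error 0.34, n = 8 each, exact permutation p = 0.911). This ratio differed by 0.50 in replicates 1 to 4 and by -0.58 in replicates 5 to 8. Its denominator, miR-23a, itself rose in EPFR lo mice, so a difference near 0 does not show equal red blood cell RNA. The ligation positive controls, synthetic RNA added to every reaction, were 2.69-fold higher in EPFR than in filtered air mice (log2 difference 1.43, standard error 0.48, 8 of 8 mice above the filtered air median, exact permutation p = 0.00357, Benjamini-Hochberg p = 0.0119 over 10 sample measures), with log2 differences of 1.59 in replicates 1 to 4 and 1.26 in replicates 5 to 8. With that level as a covariate, added after the data had been seen, miR-1 was called (1.73, adjusted p = 0.0269), and miR-376a (0.98), miR-142-3p (1.03) and let-7i (1.01) were not (adjusted p = 0.997 each), although the covariate also takes up a part of any effect of the exposure. Within the same run sets the log2 fold changes were 2.85 and 0.68 for miR-1, 0.38 and 2.78 for miR-376a, 1.33 and 1.88 for miR-142-3p, and 1.10 and 1.48 for let-7i. Single-miRNA exact permutation tests of log2 scaled counts, two-sided and unadjusted, gave p = 0.0866 for miR-1, 0.0281 for miR-376a, 0.0597 for miR-142-3p and 0.0448 for let-7i. At an unadjusted p under 0.05, edgeR gave 29 miRNA, 22 higher and 7 lower, where 28.3 of 566 are expected by chance. This split depends on single filtered air mice, with 13 higher and 30 lower without mouse 1 and 23 higher and 2 lower without mouse 8. DESeq2 called 9 miRNA at an adjusted p under 0.05, and limma on the deposited normalized values called 0 (41 at an unadjusted p under 0.05).

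**Figure D1:**
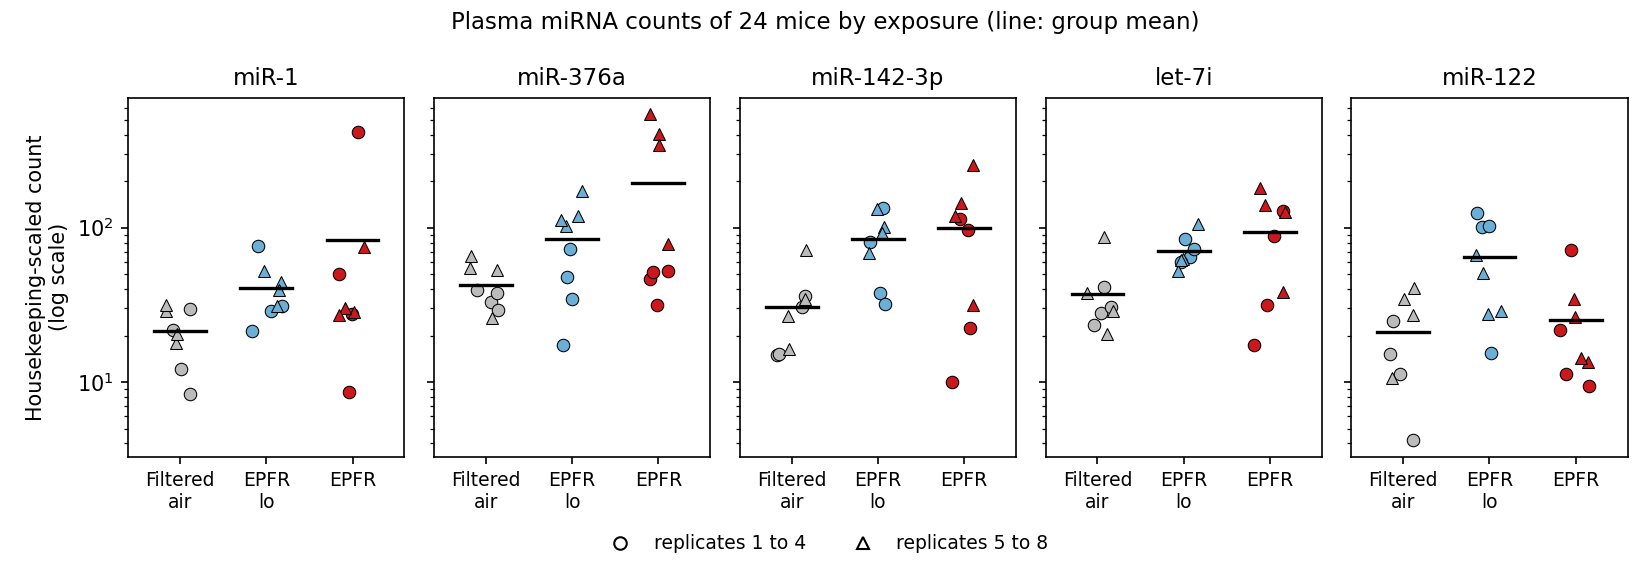
Housekeeping-scaled counts of miR-1, miR-376a, miR-142-3p, let-7i and miR-122 on a log axis, for each mouse in filtered air, EPFR lo and EPFR (n = 8 each), with circles for replicates 1 to 4, triangles for replicates 5 to 8 and a line at the group mean. For miR-1 the EPFR mean of 83.1 rests on mouse 3, which lies far above the other EPFR mice, and for miR-122 the EPFR lo mean of 64.6 lies above the EPFR mean of 25.3.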

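In mice exposed to EPFR lo, miR-122, the most abundant miRNA of liver, rose from a scaled count of 21.1 ± 12.8 in filtered air to 64.6 ± 40.8 (mean ± SD, n = 8 each), a log2 fold change of 1.62 (standard error 0.34, adjusted p = 0.00102 from edgeR, 7 of 8 mice above the filtered air median). miR-142-3p rose to 84.7 ± 38.2 (log2 fold change 1.47, standard error 0.38, adjusted p = 0.0306, 8 of 8 mice). miR-106b rose from 21.7 ± 9.73 to 50.8 ± 24.0 (log2 fold change 1.23, standard error 0.33, adjusted p = 0.0365, 8 of 8 mice), and miR-23a rose from 41.9 ± 16.0 to 106 ± 47.7 (log2 fold change 1.34, standard error 0.37, adjusted p = 0.0428, 7 of 8 mice). These 4 were the miRNA past an adjusted p of 0.05, and 26 passed at an unadjusted p under 0.05, 25 higher and 1 lower. This split depends on the scaling, with 34 higher and 25 lower with TMM and 15 higher and 120 lower with the top 100 miRNA. In replicates 5 to 8 alone more were lower than higher. Exact permutation p-values, two-sided and unadjusted, were 0.0103 for miR-122, 0.00264 for miR-142-3p, 0.00171 for miR-106b and 0.00295 for miR-23a. All 4 miRNA of the liver list were positive, and 2 rose when adjusted over the list alone, miR-122 and miR-148a, the latter with a log2 fold change of 1.23 (standard error 0.37, adjusted p = 0.108 over all miRNA, 1.26 with adjusted p = 0.0233 with the replicate number as a block, set beforehand, and 1.30 with adjusted p = 0.0251 with run set as a block, added later, 6 of 8 mice). The liver list lay above the other miRNA in camera (adjusted p = 0.00469, and adjusted p = 0.211 with an estimated correlation). Of 9 miRNA of the let-7 family, 8 were positive (median 0.77) and 5 rose when adjusted over the list alone, though 0 passed over all miRNA in edgeR without a block, and let-7g did with the replicate block (camera adjusted p = 0.000223, and adjusted p = 0.252 with an estimated correlation). All 10 red blood cell miRNA were positive (median 0.58), and 2 rose when adjusted over the list alone, with miR-106b past the threshold over all miRNA (camera adjusted p = 3.95e-09, and adjusted p = 0.145 with an estimated correlation). Among miRNA above background, the 7 of this list had a median of 0.60 and the other 34 a median of 0.59, so the list did not stand apart from them. The ligation positive controls were 1.93-fold higher than in filtered air (n = 8 each, exact permutation p = 0.114), and the log2 ratio of miR-451 over miR-23a differed by -0.17 (standard error 0.29, exact permutation p = 0.566). That ratio differed by 0.29 in replicates 1 to 4 and by -0.62 in replicates 5 to 8, and its denominator miR-23a rose in these mice. With the ligation level as a covariate, added later, miR-122 was called (1.51, adjusted p = 0.00691), and miR-142-3p (1.00), miR-106b (0.91) and miR-23a (0.86) were not (adjusted p = 0.998 each). In replicates 1 to 4 and replicates 5 to 8, log2 fold changes were 2.68 and 0.67 for miR-122, 1.57 and 1.40 for miR-142-3p, 1.64 and 0.90 for miR-106b, and 1.40 and 1.30 for miR-23a, beside medians over all 566 miRNA of 0.53 and -0.27. The housekeeping geometric mean, by which each mouse was scaled, differed from filtered air by -0.55 and 0.24 on the log2 scale in these run sets. Scaling moves every log2 fold change by about the opposite of that difference. These medians therefore follow the scaling and do not show a response that differs between run sets. Mean raw counts of miR-122 (33.4) and miR-106b (33.7) lay just under the background limit. Without the 4 mice whose housekeeping probes all lay at background, edgeR gave 0 miRNA at an adjusted p under 0.05 and 20 at an unadjusted p under 0.05, where DESeq2 on all mice gave 12 and 50.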

For mice exposed to EPFR lo, plasma levels of only 8 miRNA were significantly altered compared to filtered air exposed mice. Additionally, for nearly all miRNA significantly altered in the EPFR treatment, levels measured in the EPFR lo exposure group trended in a similar manner, with *p* values approaching significance (i.e., with *p* = 0.059–0.09). 

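The 29 miRNA of Fig. 1 were higher or lower in EPFR lo mice mostly in the direction drawn there for EPFR. Of the 17 raised miRNA, 17 had a positive log2 fold change in EPFR lo against filtered air, with a median of 0.64, and 9 were higher at an unadjusted p under 0.05 in edgeR. miR-21, which is widely expressed in vascular and immune cells, had a log2 fold change of 1.14 (standard error 0.36, adjusted p = 0.131, 7 of 8 mice), of 1.05 with the replicate number as a block, set beforehand (adjusted p = 0.125), and of 1.21 with run set as a block, added later (adjusted p = 0.0381). Of the 12 lowered miRNA, 9 had a negative log2 fold change, with a median of -0.28, and 1 was lower at an unadjusted p under 0.05, miR-669i at -0.65 (standard error 0.31, adjusted p = 0.825). At an adjusted p under 0.05, 1 of the 29 passed over all miRNA, and when adjusted over the list alone 6 of the 17 raised and 0 of the 12 lowered passed, or 2 of the 29 as a single list, all chosen by the study on these samples. Camera placed the raised list above the other miRNA in EPFR lo, although adjusted p = 0.145 with an estimated correlation, and the lowered list below them (adjusted p = 1.64e-05, and adjusted p = 0.211 with an estimated correlation). The other 19 miRNA did not pass at an unadjusted p of 0.05. Among them the smallest p was 0.0974, for miR-200b, and 0 of the 29 had a p between 0.059 and 0.09. Over all 29 the median p was 0.222 and the highest 0.908. In the authors' deposited table, of the 21 miRNA without a mark for EPFR lo in Fig. 1, 7 had a p from 0.059 to 0.09 and 14 had a p over 0.09, the highest being 0.976.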

In other words, miRNA whose plasma levels were significantly increased in the EPFR exposure group also trended higher for EPFR lo exposed mice, and those whose levels that were significantly decreased for EPFR treatment trended lower for mice exposed to EPFR lo. Moreover, we identified no miRNA whose levels were altered in EPFR lo but not EPFR exposed mice.

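Of the 29 miRNA of Fig. 1, 25 had log2 fold changes of the same sign in EPFR and EPFR lo mice, 16 of the 17 raised and 9 of the 12 lowered. The exceptions were miR-1962, which was negative in EPFR and positive in EPFR lo, and miR-127, miR-186 and miR-542-3p, which were negative in EPFR and at 0.16 (standard error 0.33), 0.05 (standard error 0.34) and 0.04 (standard error 0.34) in EPFR lo. In the authors' deposited table 28 of the 29 had the same direction in both exposures, all but miR-1962. There miR-127, miR-186 and miR-542-3p were lower in EPFR lo too, with signed fold changes of -1.17, -1.15 and -1.01. Across all 566 miRNA the log2 fold changes of both groups had a Pearson correlation of 0.674 (jackknife standard error 0.116), and 15 miRNA passed an unadjusted p of 0.05 in both, 14 higher and 1 lower. Both comparisons use the same 8 filtered air mice, so their chance values are shared. When unchanged groups were simulated against those mice 100 times, the same sign was seen for 19.4 of the 29 miRNA on average (range 14 to 27), the correlation was 0.488 (0.382 to 0.548) and 4.71 miRNA (0 to 11) passed in both. Because Fig. 1 was chosen on these EPFR mice, the 29 miRNA with the smallest p in EPFR are the fairer comparison. Of these 27 had the same sign, against 25.9 on average in the simulation (19 to 29), so the shared sign is not beyond what shared filtered air mice and selection give. That average lies close to the maximum of 29, so this count could hardly show a shared change. Independent lists of these sizes would share 0.972 higher and 0.0124 lower miRNA. The covariance was 0.0734, against 0.0545 in the simulation (0.0391 to 0.0706), a difference of 0.0189. The correlation, the covariance and the number past the threshold in both lay above the highest of the 100 simulations. With the filtered air mice split into 2 sets of 4, so that each exposure had its own controls, the observed values over 70 splits averaged 19.5 of 29 for the same sign among the miRNA with the smallest p in EPFR (range 6 to 27), 24.2 among those of Fig. 1 (18 to 27), 0.346 for the correlation (0.211 to 0.419) and 5.57 for the miRNA past the threshold in both (3 to 8). The simulation draws each miRNA independently, and miRNA are not independent replicates, so its ranges can be too narrow.

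**Figure D2:**
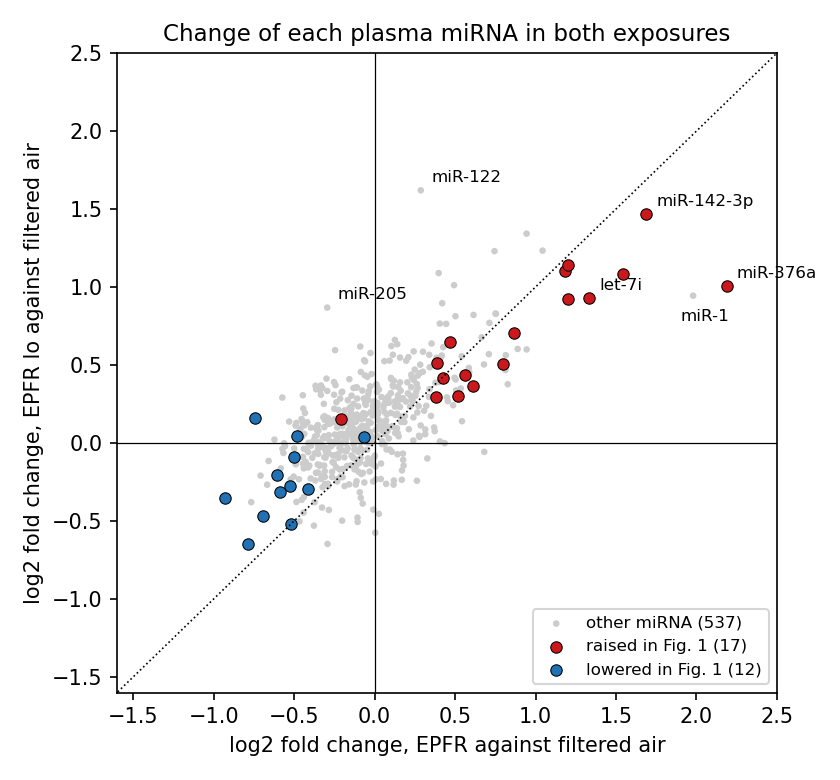
Log2 fold changes of 566 miRNA in EPFR (x axis) and EPFR lo (y axis) mice against filtered air, with the 17 miRNA raised in Fig. 1 in red, the 12 lowered in blue, the others in gray and a dotted line of equality. miR-376a and miR-1 lie to the right of the line, at 2.19 and 1.98 in EPFR, and miR-122 lies above it, at 1.62 in EPFR lo.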

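miR-122 and miR-205, an miRNA of epithelium, were higher in EPFR lo than in EPFR mice. miR-122 had a log2 fold change of 0.29 (standard error 0.34, adjusted p = 0.991) in EPFR against filtered air, and EPFR mice fell by 1.33 on the log2 scale relative to EPFR lo mice (standard error 0.33, adjusted p = 0.0369 from edgeR), with 1 of 8 EPFR mice above the EPFR lo median (exact permutation p = 0.0222). It was the only one of 566 miRNA past an adjusted p of 0.05 in this comparison, where the median over all miRNA was -0.18 and 14 passed at an unadjusted p under 0.05, 3 higher and 11 lower. With TMM or top-100 scaling and with DESeq2, more passed as higher than as lower. miR-205 had scaled counts of 34.4 ± 11.4 in filtered air, 62.3 ± 22.8 in EPFR lo and 28.1 ± 10.2 in EPFR (mean ± SD, n = 8 each). Its log2 difference between EPFR and EPFR lo was -1.16 (standard error 0.33, adjusted p = 0.125), and 0 of 8 EPFR mice lay above the EPFR lo median (exact permutation p = 0.000932). In replicates 1 to 4 and replicates 5 to 8 the difference was -1.57 and -1.04 for miR-122 and -1.38 and -0.99 for miR-205. At an unadjusted p under 0.05, 11 miRNA passed in EPFR lo and not in EPFR, which does not show that they differ between the exposures. Of the 4 miRNA that rose in EPFR lo at an adjusted p under 0.05, 3 did not pass that threshold in EPFR, and miR-122 was the one that also missed an unadjusted p of 0.05 there. miR-106b and miR-23a had log2 fold changes of 0.75 (standard error 0.33) and 0.94 (standard error 0.37) in EPFR, and neither differed between EPFR and EPFR lo at an adjusted p under 0.05. The miR-122 difference was lost when any of 12 of the 24 mice was left out (adjusted p up to 0.220), and under TMM, positive-control or top-100 scaling and DESeq2 the miRNA called in its place was miR-205. In the authors' deposited table, 29 mouse miRNA had a p under 0.05 in EPFR lo, of which 23 had a p of 0.05 or more in EPFR. In EPFR 24 had a p under 0.05, and 28.3 of 566 are expected by chance, so these 23 do not show a change by EPFR lo alone.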

**Fig. 1:**
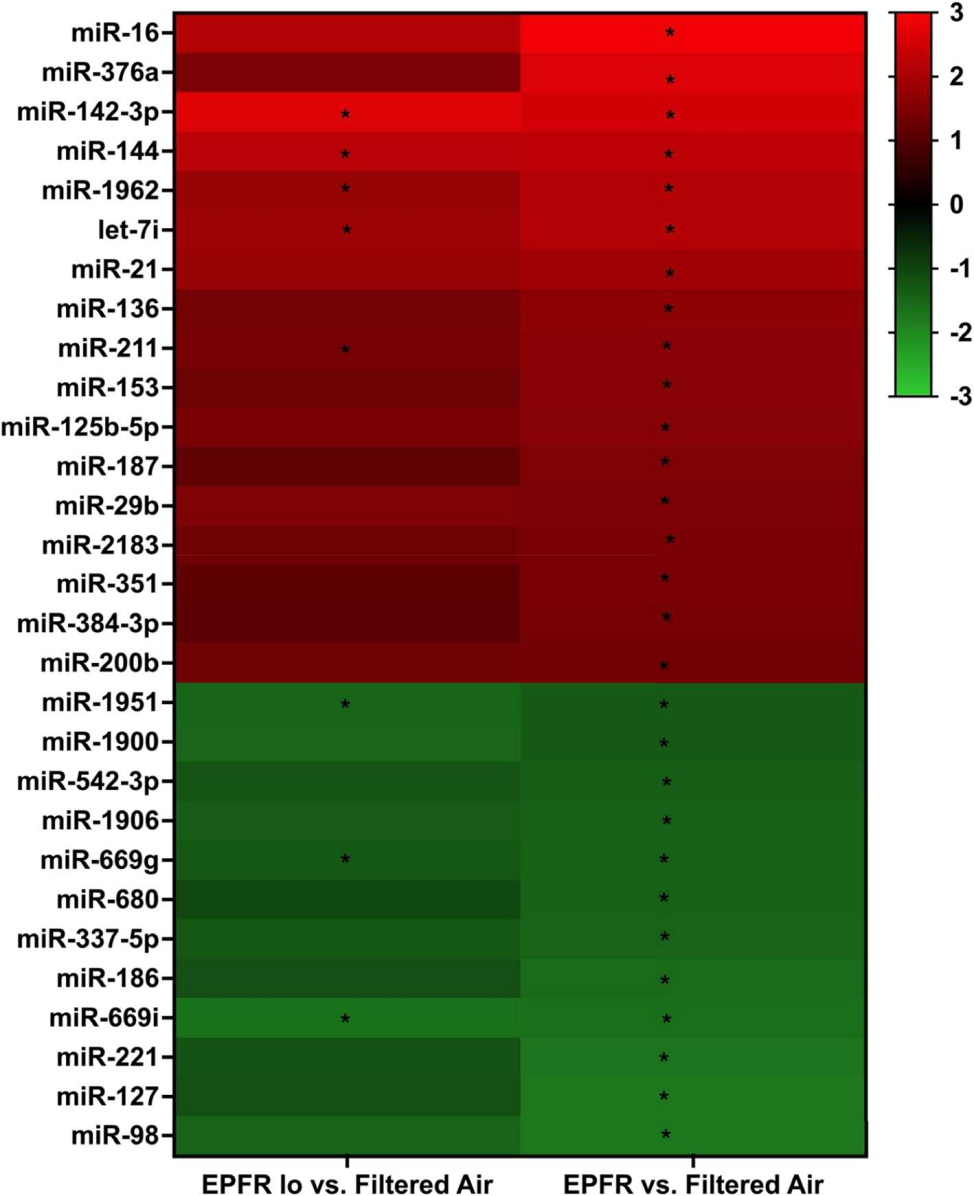
EPFR exposure alters levels of exosomal miRNA in plasma. Exosomal miRNA was extracted from plasma of male C57BL/6J mice (*n* = 8/group) exposed to EPFR for 5 days. miRNA levels are expressed as fold changes. Data were analyzed using one-way ANOVA with Tukey’s post hoc tests. The heatmap shown was generated from miRNA whose levels were significantly altered in mice exposed to EPFR lo (left) or EPFR (right). *p < 0.05

### IPA Suggests a Potential Role for miRNA as Systemic Mediators for the Health Effects of EPFR Inhalation

EPFR-associated alterations in plasma miRNA were further interrogated using IPA Core Analysis to correlate miRNA changes with potential systemic diseases and disorders, and molecular and cellular functions. The most prominent disease associations identified were respiratory, hematological, immunological, metabolic, cardiovascular, and hepatic system diseases, as well as inflammatory responses and developmental disorders (Fig. 2A). EPFR-induced alterations in systemic miRNA profiles were also linked with altered molecular and cellular pathways. The most strongly correlated pathways were related to cellular growth and proliferation, cell-to-cell signaling and interaction, gene expression, DNA replication, recombination and repair, RNA post-transcriptional modification, lipid metabolism, cell signaling, free radical scavenging, molecular transport and RNA damage and repair (Fig. 2B).

**Fig. 2:**
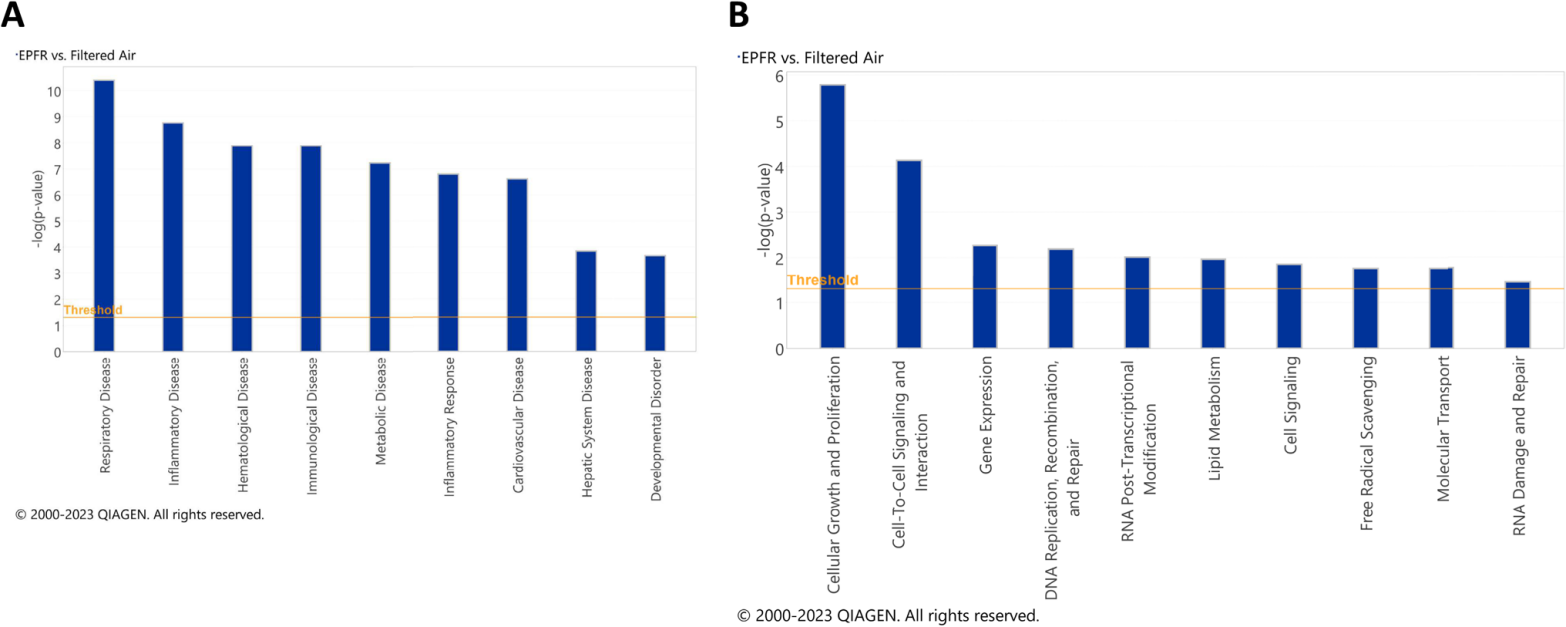
Ingenuity pathway analysis (IPA) reveals systemic health effects **A** as well as molecular and cellular functions **B** potentially impacted by EPFR-induced alterations in miRNA levels. The graph illustrates category scores, where the threshold represents the minimum significance level (measured as –log (*p*-value) derived from Fisher’s exact test) set at 1.25

### AhR Activation in AT-II Cells Mediates EPFR-Induced Alterations in Systemic miRNA

To specifically identify the subset of circulating miRNA whose level of expression was changed by EPFR-associated AhR activation in AT-II cells, we profiled the miRNA in plasma collected from control and AT-II cell-specific AhR knockout mice exposed to EPFR. Among 577 miR, we observed a significant reduction in 5 miRNA (miR-181a, miR-2132, miR-1939, miR-2137, and miR-18b) in AT-II cell-specific AhR KO compared to control mice exposed to filtered air only (data not shown). However, EPFR exposure increased the expression of 6 miRNA (miR-92b, miR-107, miR-365, miR-505, miR-125b-5p, and miR-1906) and decreased the expression of 11 miRNA (miR-32, miR-1951, miR-695, miR-509-5p, miR-878-3p, miR-1900, miR-680, miR-1962, miR-429, miR-434-3p, and miR-542-3p) in an AT-II cell-specific and AhR-dependent manner (Fig. 3).

**Fig. 3:**
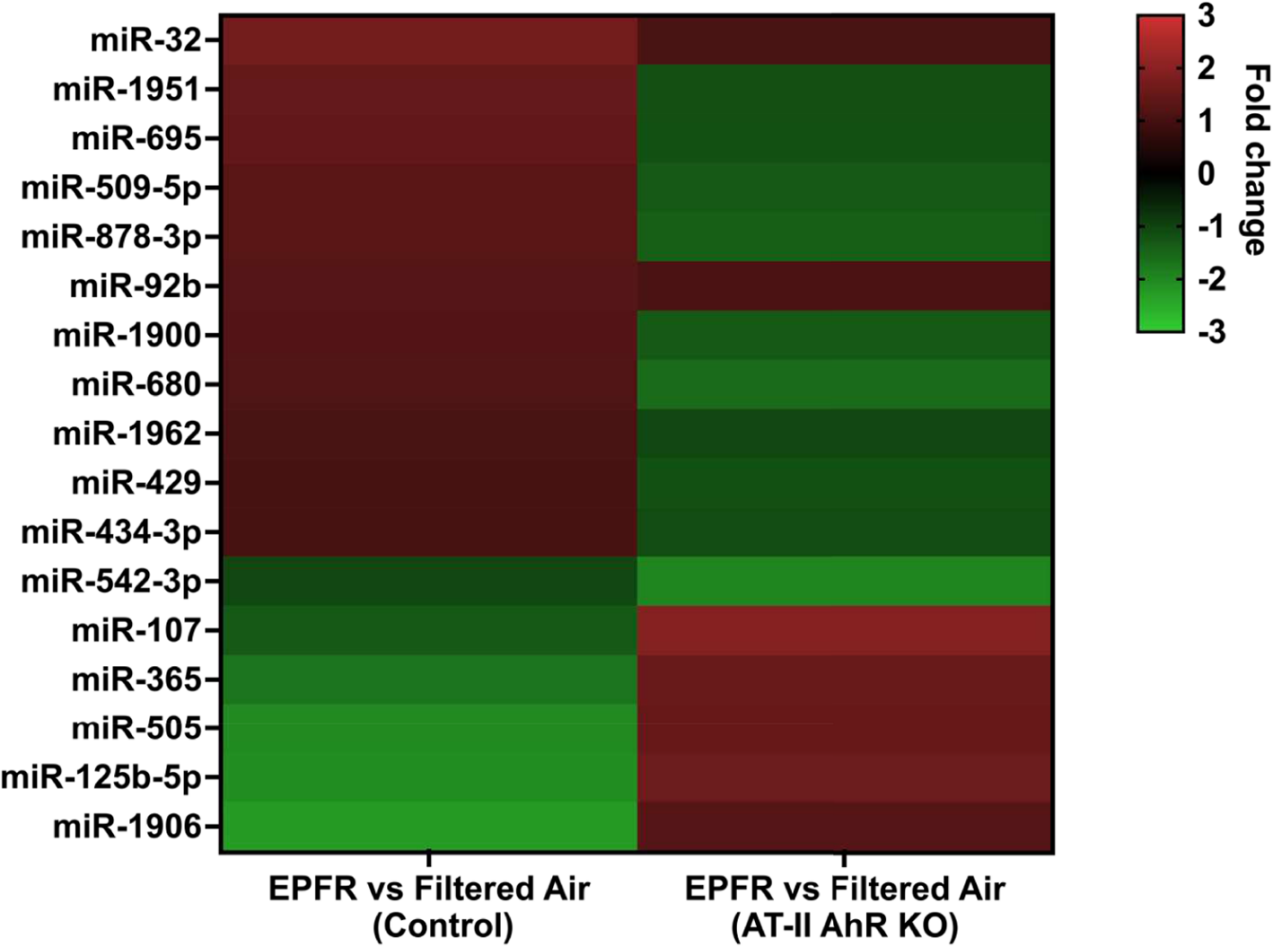
EPFR-mediated AhR activation produces a distinct miRNA signature. Male (*n* = 16) and female (*n* = 20) mice deficient in AhR in alveolar type-II cells (AT-II AhR KO; *n* = 5–6/group) and littermate control mice (Control; *n* = 5–6/group) were exposed to EPFR versus filtered air for 5 consecutive days. A heat map was generated for miRNA significantly altered by EPFR exposure in each strain, assessed as a significant interaction detected using two-way ANOVA. *p < 0.05

### AhR-Dependent miRNA may Promote EPFR-Induced Endothelial Dysfunction

Our prior research employing AT-II cell-specific AhR knockout mice demonstrated that EPFR inhalation promotes endothelial dysfunction in arteries peripheral to the lungs by activating AhR at the air-blood interface [22]. This study also suggested the mechanism involves an alteration in endothelin-1 (ET-1) and nitric oxide (NO) signaling in endothelial cells via paracrine mechanisms, possibly mediated via bioactive systemic mediators. IPA was conducted on those miRNAs whose expression was found to be increased or decreased in an EPFR- and AhR-dependent manner. Using IPA microRNA target filter analysis, we sought to identify the potential mRNA targets associated with these miRNAs, particularly those that may play roles in dysregulating endothelin-1 and endothelial nitric oxide signaling. To predict potential mRNA targets, IPA considered the seed sequence (2–8 nucleotides) of the altered miRNA and examined the known physiologic effects of miRNA of the same seed sequence. For example, miR-103-3p shares a similar seed sequence with miR-107, miR-92a-3p with miR-92b, and miR-485-5p with miR-1962. The IPA analysis suggested that miR-92b (shown as miR-92a-3p), miR-505-3p, miR-542-3p, miR-107 (shown as miR-103-3p), miR-1906, miR-192 (shown as miR-485-3p), and miR-434-3p have potential mRNA targets that regulate endothelin-1 signaling (Fig. 4A). Moreover, miR-92b (shown as miR-92a-3p), miR-107 (shown as miR-103-3p), miR-1906, miR-542-3p, and miR-1962 (shown as miR-485-3p) may control endothelial nitric oxide signaling by targeting genes involved in its regulation (Fig. 4B).

**Fig. 4:**
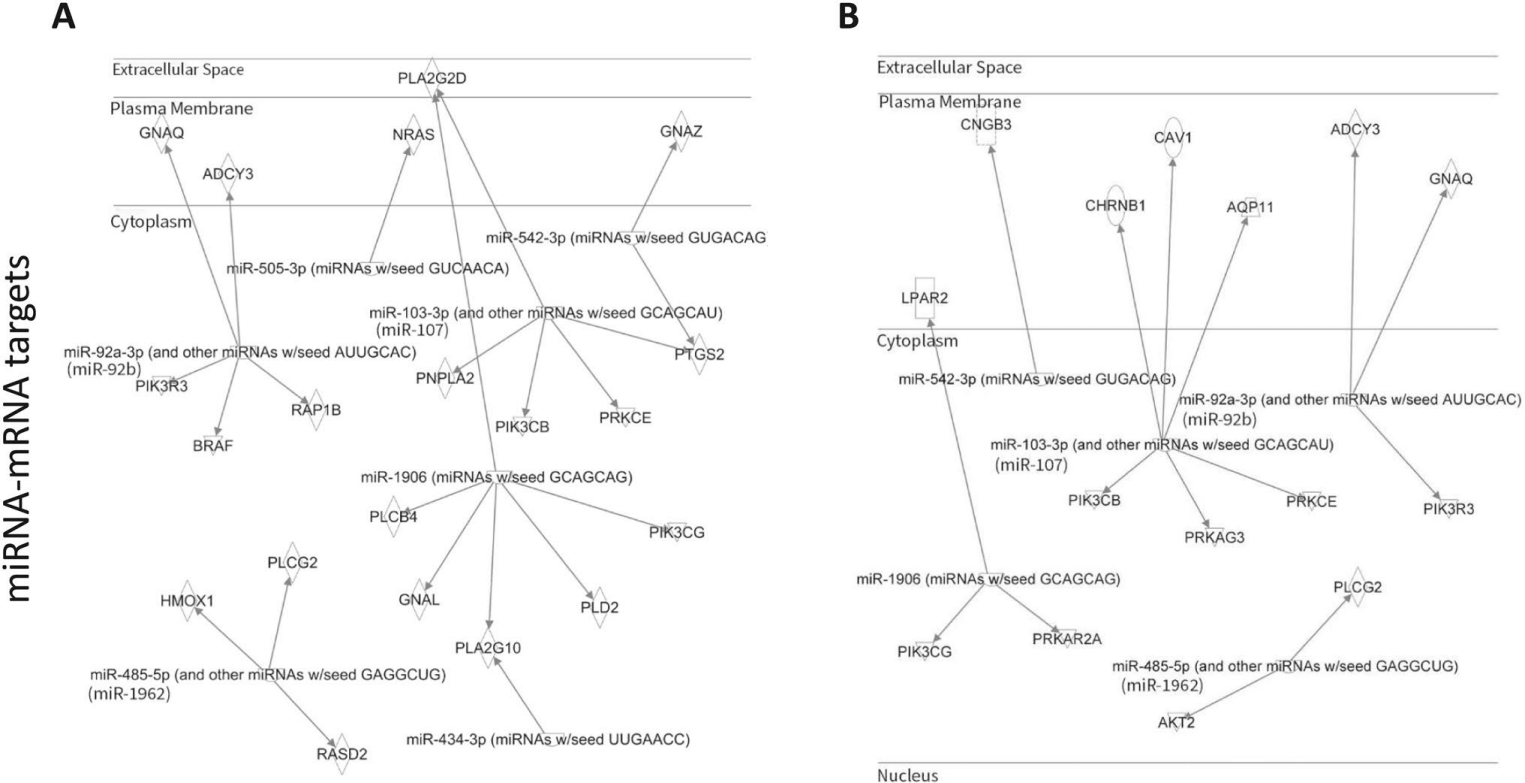
AhR-responsive miRNA is linked to target genes known to be important in regulating endothelial function. miRNA whose levels were altered in an EPFR- and AhR-dependent manner were subjected to an IPA microRNA target filter to illuminate potential mRNA targets. Pathway analysis suggested potential gene targets associated with endothelin-1 signaling (**A**) and endothelial nitric oxide signaling pathways (**B**). GNAQ guanine nucleotide binding protein alpha q subunit, GNAZ guanine nucleotide binding protein alpha z subunit, ADCY3 adenylate cyclase 3, NRAS neuroblastoma Ras oncogene, PLA2G2D phospholipase A2 group IID, PIK3R3 phosphoinositide-3-kinase regulatory subunit 3, BRAF B-Raf transforming gene, RAP1B RAS related protein 1b, PNPLA2 patatin-like phospholipase domain containing 2, PIK3CB phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit beta, PIK3CG phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit gamma, PRKCE protein kinase C epsilon, PTGS2 prostaglandin-endoperoxide synthase 2, HMOX1 heme oxygenase 1, PLCG2 phospholipase C gamma 2, RASD2 RASD family member 2, PLA2G10 phospholipase A2 group X, GNAL guanine nucleotide binding protein alpha stimulating olfactory type, PLCB4 phospholipase C beta 4, PLD2 phospholipase D2, CNGB3 cyclic nucleotide gated channel beta 3, CHRNB1 cholinergic receptor nicotinic beta 1 subunit, CAV1 caveolin 1, AQP11 aquaporin 11, LPAR2 lysophosphatidic acid receptor 2, PRKAG3 protein kinase AMP-activated gamma 3 non-catalytic subunit, PRKAR2A protein kinase cAMP-dependent regulatory type II alpha

### EPFR Induces a Reduction in Lung Adherens and Gap Junctions

To determine the role of lung barrier function in facilitating downstream EPFR-induced vascular dysfunction via the release of systemic mediators, we determined mRNA levels for genes involved in regulating tight junctions in lung tissues isolated from AT-II cell-specific AhR knockout and their littermate control mice (*n* = 5–6/group) subjected to EPFR inhalation. EPFR exposure significantly reduced levels of *Tjp1* and *Ocel1* mRNA levels in the lungs of control mice (Fig. 5A, B) treated with EPFR; however, *Tjp1* and *Ocel1* expression were unchanged in the lungs of AT-II cell-specific AhR knockout mice (Fig. 5A, B).

**Fig. 5:**
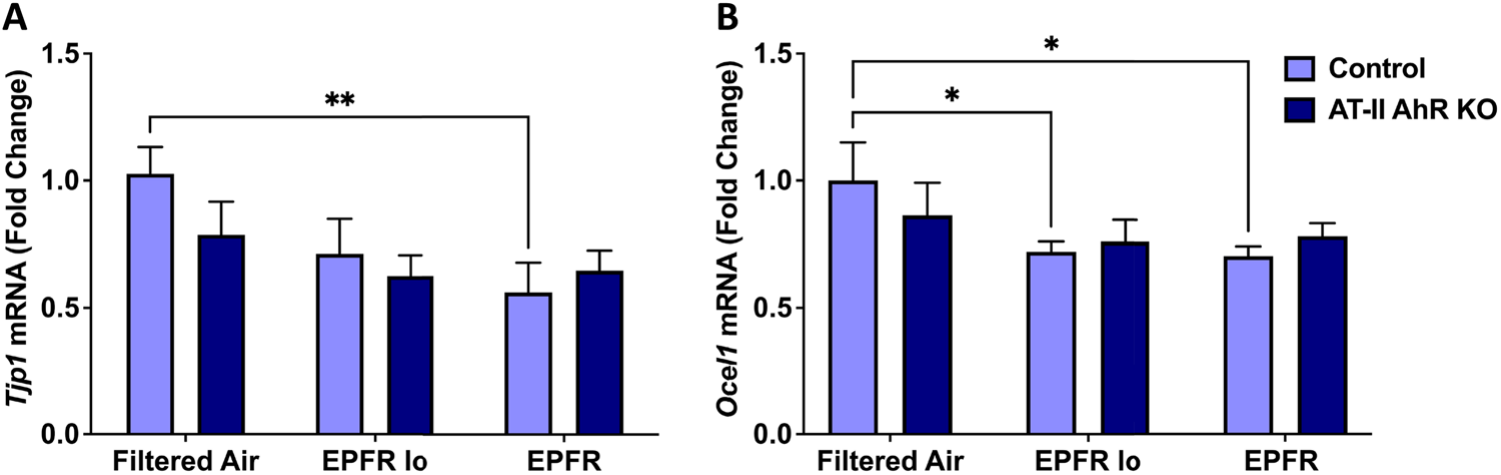
EPFR reduced the expression of genes associated with lung adherens and tight junction proteins. AT-II cell-specific AhR knockout and littermate control male (*n* = 16) and female (*n* = 20) mice (*n* = 5–6/group) were exposed to EPFR, EPFR lo, or filtered air for 5 consecutive days. mRNA levels for *Tjp1* (**A**) and *Ocel1* (**B**) were normalized to the *Hprt* gene. Data represent means ± SEM. *p < 0.05, **p < 0.01

## Discussion

The respiratory epithelium, where ultrafine particles are deposited, acts as the primary gatekeeper for the AhR [60]. Our previous studies identified that AhR activation in alveolar epithelial cells at the air-blood interface regulates endothelial dysfunction observed distal to the lungs, potentially through the release of systemic mediators [22]. Furthermore, significant AhR activation in the alveolar epithelial cells was observed, particularly in AT-II cells [53], of mice exposed to EPFR. Alveolar epithelial cells are vital for gas exchange in the lung, and these cells, together with microvascular endothelial cells, create a critical interface between the air and blood compartments [61]. After exposure to harmful agents, AT-I cells are lost, but AT-II cells transform into AT-I cells to restore the air-blood barrier and secrete bioactive molecules for maintaining homeostasis [62, 63]. Due to their secretory function, our first working hypothesis was that EPFR-mediated AhR activation in AT-II cells could contribute to vascular endothelial dysfunction distal to the lung, perhaps through its regulation of miRNA biogenesis [64]. This study aimed to investigate exosomal miRNA as systemic mediators linking AhR activation at the air-blood interface with EPFR-induced endothelial dysfunction in arteries peripheral to the lung.

miRNA are short, non-coding RNA that influence gene expression primarily by targeting the 3′ untranslated region of mRNA molecules [65]. While the functional roles of miRNA are well-studied in the context of cardiovascular function [66], their contributions to the development and exacerbation of EPFR-induced endothelial dysfunction remain elusive. 

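The trend over filtered air, EPFR lo and EPFR, coded 0, 1 and 2, was positive for miR-376a, with a log2 change per step of 1.09 (standard error 0.20, adjusted p = 3.97e-05 from edgeR), and for miR-1, with 0.99 (standard error 0.18, adjusted p = 3.97e-05). miR-142-3p had a change per step of 0.83 (standard error 0.21, adjusted p = 0.0116). These 3 of 566 miRNA had a trend at an adjusted p under 0.05, and 26 passed at an unadjusted p under 0.05, 20 upward and 6 downward. Without filtered air mouse 1 this balance turned, with more downward than upward. let-7i was at 0.66 per step (standard error 0.19, adjusted p = 0.0658). Of the 29 miRNA in Fig. 1, 12 had a trend at an unadjusted p under 0.05 and 2 at an adjusted p under 0.05, and for 21 the mean scaled counts were ordered from filtered air through EPFR lo to EPFR in the direction of Fig. 1. Mean scaled counts in EPFR lo lay between those of the other groups for miR-376a (84.7 ± 51.4) and miR-1 (40.6 ± 17.2), as mean ± SD with n = 8 mice. Without EPFR mouse 3 the change per step of miR-1 was 0.37 (adjusted p = 0.996), and the miR-142-3p trend was lost without filtered air mouse 1, 3 or 7 or EPFR mouse 8 (adjusted p up to 0.195). With the ligation level as a covariate, added after the data had been seen, miR-1 alone had a trend at an adjusted p under 0.05, and with the replicate number as a block miR-376a and miR-142-3p did. A linear trend over 3 groups can pass where filtered air differs from both exposures and these do not differ from each other.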

We identified dose-dependent alteration in 29 plasma miRNA levels, with 17 significantly increased and 12 significantly decreased after EPFR inhalation. Additionally, 8 miRNA (5 increased, 3 decreased) were significantly altered exclusively after EPFR lo exposure, with these trends mirroring and completely overlapping with those observed in the EPFR group. Furthermore, IPA suggested that these miRNAs play roles in promoting systemic health effects. Furthermore, sustained dysregulation of these miRNAs has the potential to culminate in respiratory, inflammatory, hematological, immunological, metabolic, inflammatory, cardiovascular, hepatic system, and developmental disorders. 

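The 8 miRNA marked for EPFR lo in Fig. 1 all had the marked direction in EPFR lo mice. Of the 5 raised, miR-142-3p was the one past an adjusted p of 0.05 over all miRNA, and miR-144, which is transcribed with miR-451 in red blood cell precursors, had a log2 fold change of 1.11 (standard error 0.40, adjusted p = 0.321 from edgeR, 8 of 8 mice above the filtered air median, and 1.36 with adjusted p = 0.0233 with the replicate number as a block). With run set as a block, added later, miR-144 was at 1.29 and did not pass (adjusted p = 0.0526 from edgeR). let-7i was at 0.93 (standard error 0.36, adjusted p = 0.420, 8 of 8 mice), and miR-211 and miR-1962 were at 0.43 (standard error 0.35) and 0.15 (standard error 0.32). Of the 3 lowered, miR-669i was lower at an unadjusted p under 0.05, and miR-1951 and miR-669g were at -0.52 (standard error 0.33) and -0.27 (standard error 0.31). In EPFR mice the log2 fold changes of miR-211, miR-1951 and miR-669g were 0.56, -0.52 and -0.52, with standard errors of 0.35, 0.33 and 0.31. In EPFR lo, 4 of the 8 passed at an unadjusted p under 0.05, and when adjusted over the list alone 3 of the 5 raised and 0 of the 3 lowered passed. In EPFR the same counts adjusted over the list alone were 3 of 5 and 1 of 3. The study chose these miRNA on these samples, so the counts are not independent evidence. In EPFR lo, camera gave the raised list an adjusted p of 1.64e-05 (adjusted p = 0.140 with an estimated correlation) and the lowered list 0.000223 (adjusted p = 0.140 with an estimated correlation). In EPFR these were 1.01e-06 (adjusted p = 0.0676 with an estimated correlation) and 0.00442 (adjusted p = 0.136 with an estimated correlation). Of the 8 miRNA, 3 had a mean raw count above background, all of them among the raised. In the authors' deposited table, 7 of the 8 had a p under 0.05 in EPFR lo.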

IPA Disease and Disorder Pathways Analysis also suggested that these miRNAs may be systemic mediators contributing to EPFR-induced endothelial dysfunction, which could culminate in EPFR-mediated cardiovascular disease. Individual miRNA interact with multiple mRNA targets, frequently encompassing numerous constituents of intricate intracellular networks [67]. IPA predicted that EPFR-induced miRNA can affect cellular growth and proliferation, cell-to-cell signaling and interaction, gene expression, DNA replication, recombination and repair, RNA post-transcriptional modification, lipid metabolism, cell signaling, free radical scavenging, molecular transport, and RNA damage and repair. Dysregulation of these biological mechanisms and their associated signaling pathways could culminate in systemic effects, including cardiovascular dysfunction.

Endothelial dysfunction serves as a pivotal indicator and a critical first step in the initiation of cardiovascular diseases [68]. Assessing endothelial function often involves gauging plasma concentrations of ET-1, a peptide associated with vasoconstriction, and NO, a bioproduct linked with vasorelaxation [69], as an imbalance between these two molecules generally suggests endothelial dysfunction [70]. In our previous study, EPFR-induced alterations in endothelin-1 and NO plasma levels were mediated by AhR activation in AT-II cells, potentially through the systemic mediators [22]. We observed radical dose-dependent changes in systemic miRNA upon EPFR exposure, with a lower magnitude, and no unique miRNA changes detected with EPFR lo exposure compared to EPFR. Hence, to further investigate miRNA changes associated with EPFR exposure and their potential regulation by AhR activation at the air-blood interface, we exposed AT-II cell-specific AhR knockout and their littermate control mice to EPFR exposure only. 

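Among the 29 miRNA of Fig. 1, 27 had a larger log2 fold change in size in EPFR than in EPFR lo mice, but the study chose them for EPFR on these samples. Of the 29 miRNA with the smallest p in EPFR, 24 were larger in EPFR, and in simulated groups without any change 26.3 were on average (range 21 to 29). The direct comparison of EPFR with EPFR lo had a median log2 difference of 0.16 over the 17 raised miRNA and of -0.26 over the 12 lowered miRNA, beside a median of all 566 miRNA that was itself below 0. miR-376a was higher in EPFR than in EPFR lo by 1.18 on the log2 scale (standard error 0.39, adjusted p = 0.430 from edgeR, 3 of 8 EPFR mice above the EPFR lo median), and miR-127 differed by -0.91 (standard error 0.36, adjusted p = 0.955, 0 of 8 mice). In replicates 1 to 4 and replicates 5 to 8 the difference was 0.085 and 1.43 for miR-376a and -0.93 and -0.85 for miR-127. These 2 of the 29 passed at an unadjusted p under 0.05, and 0 passed at an adjusted p under 0.05, over all miRNA or when adjusted over the 29 alone, while miR-376a passed when adjusted over the 17 raised alone. miR-1, outside Fig. 1, differed by 1.03 (standard error 0.35, adjusted p = 0.430), a difference that was -0.23 without EPFR mouse 3. Camera placed the raised list higher in EPFR than in EPFR lo (adjusted p = 0.00047, and adjusted p = 0.954 with an estimated correlation), on miRNA chosen in the same EPFR mice. From a lower magnitude with EPFR lo, and because it counts no miRNA changed by EPFR lo alone, the paper reasons that the AhR-deficient and littermate control mice could be exposed to EPFR only.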

Under baseline conditions, i.e., in mice exposed to filtered air, we observed a significant reduction in miR-181a, miR-2132, miR-1939, miR-2137, and miR-18b in AT-II cell-specific AhR KO mice compared to control mice. However, upon exposure to EPFR, we identified 17 miRNAs regulated through ATII-AhR- and EPFR-dependent mechanisms. Specifically, AhR in AT-II cells positively regulated miR-92b, miR-107, miR-365, miR-505, miR-125b-5p, and miR-1906, while negatively regulating miR-32, miR-1951, miR-695, miR-509-5p, miR-878-3p, miR-1900, miR-680, miR-1962, miR-429, miR-434-3p, and miR-542-3p upon EPFR exposure. The distinct miRNA expression patterns observed under basal deletion conditions and following EPFR exposure highlight the context-dependent regulatory role of AhR. These findings further suggest that AhR activation induced by EPFR governs specific transcriptional pathways for miRNA regulation, distinct from its baseline regulatory functions.

The AhR operates as a ligand-activated transcription factor that governs the toxic consequences of numerous environmental pollutants [71]. Intriguingly, in prior studies in our laboratory, AhR activation hinged on EPFR-induced reactive oxygen species production rather than the EPFR’s chemical attributes [72]. AhR is a notable influencer of inflammation, cellular differentiation, and carcinogenesis [73]. AhR activation is also linked to epigenetic alterations, including the regulation of miRNA [74, 75]. Studies indicate that miRNA-directed signaling pathways are pivotal for endothelial cell functions encompassing cell cycle regulation, nitric oxide signaling, apoptosis, and inflammation, culminating in angiogenesis, endothelial proliferation, and endothelial dysfunction [76–78]. Furthermore, IPA miRNA-mRNA target analysis revealed that AhR-dependent alterations in our observed miRNA levels have potential mRNA targets playing a role in ET-1 and NO signaling. IPA ET-1 Pathway analysis revealed that AT-II AhR-dependent alterations in miRNA including miR-92b, miR-505-3p, miR-542-3p, miR-107, miR-1906, miR-192, and miR-434-3p can influence the mRNA target required for proper ET-1 signaling pathway. On the other hand, we found that miR-92b, miR-107, miR-1906, miR-542-3p, and miR-1962 were altered in an AT-II cell-specific AhR-dependent fashion following EPFR exposure and IPA eNOS Pathway Analysis revealed that these miRNAs have the potential to modify the mRNA gene targets regulating proper eNOS pathway.

It was interesting to note that the miRNA altered in the plasma of C57BL6/J and of control AhR floxed mice exposed to EPFRs were not identical. We posit that these differences may be because the two strains of mice express differing *Ahr* alleles. C57BL/6 mice exhibit the *Ahr*^*b*^ allele, while the AhR floxed mice we used for this study express the *Ahr*^*d*^ allele [79]. This allelic variation may introduce variations in miRNA expression, as the biogenesis of these molecules is intricately linked to AhR activation [22, 79, 80]. However, comparing the profile of miRNA altered in an EPFR and AT-II cell-specific AhR-dependent manner to our C57BL/6J miRNA dataset, we noted similar results for miR-107, miR-1906, miR-505-3p, miR-542-3p, and miR-92b. 

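In C57BL/6J plasma, miR-107, miR-1906, miR-542-3p and miR-92b had mean raw counts of 14.0, 11.0, 11.6 and 9.92 over the 24 mice, all at the level of the negative controls. miR-1906 had scaled counts of 14.6 ± 6.74 in filtered air and 9.42 ± 2.59 in EPFR (mean ± SD, n = 8 each), a log2 fold change of -0.59 (standard error 0.34, adjusted p = 0.991 from edgeR, 0 of 8 EPFR mice above the filtered air median, exact permutation p = 0.118). miR-107 had a log2 fold change of -0.17 (standard error 0.32), miR-542-3p of -0.06 (standard error 0.34) and miR-92b of 0.37 (standard error 0.34), each with an adjusted p of 0.991. In EPFR lo against filtered air they were at -0.15 (miR-107), -0.31 (miR-1906) and 0.08 (miR-92b). None of the 4 passed in edgeR at an adjusted or an unadjusted p under 0.05 in either comparison, and as a list they did not stand apart from the other miRNA (camera adjusted p = 0.918 in EPFR and 0.243 in EPFR lo). The miR-505 probe names no arm, so no value is given for miR-505-3p. On the deposited, background-subtracted values the log2 fold changes of miR-107 and miR-1906 in EPFR were 0.09 and 0.08, the opposite sign. Without filtered air mouse 2, 5 or 6 or EPFR mouse 3 or 5, that of miR-542-3p was above 0 by up to 0.03.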

Notably, IPA suggested their interaction with genes associated with ET-1 and NO signaling pathways. This may imply an essential role for these miRNAs in mediating EPFR-induced endothelial dysfunction. In support of this assertion, increased miR-1906 and reduced miR-542-3p levels are implicated in promoting vascular function in cardiovascular diseases such as stroke, ischemic injury, and myocardial infarction [81–85], and both of these miRNAs were altered in an AT-II-AhR-dependent manner. miRNA biogenesis is a complex process; however, identifying their major cellular sources could significantly aid in developing targeted strategies to modulate their biogenesis and function.

To confirm that these miRNAs were expressed in relevant pulmonary cell types, we analyzed the expression of miR-1906 and miR-542-3p in AT-II cells we isolated from AT-II cell-specific AhR-deficient and control mice and compared their levels to that measured in mouse lung microvascular endothelial cells (mLMVEC) we obtained from a commercial source. miR-1906 and 542-3p were expressed in both cell types, but not surprisingly, their levels were higher in the freshly isolated AT-II cells (Supplemental Fig. 1A and B). We acknowledge the limitation of comparing freshly isolated AT-II cells with commercially sourced microvascular endothelial cells, so recognizing that the magnitude of expression we observed may be an artifact of passage number. Intriguingly, miR-542-3p expression was significantly reduced in AT-II cells deficient in *Ahr* (Supplemental Fig. 1B). These data confirm that both pulmonary cell types express miR-1906 and miR-542-3p and that levels of miR-542-3p may be regulated by *Ahr*. This suggests a potential role for AT-II cell-specific *Ahr* expression in modulating miRNA profiles in plasma following EPFR inhalation. Additional studies are critical for understanding the link between AhR activation in AT-II cells in pulmonary miRNA biogenesis and systemic release and the specific roles of these miRNAs in EPFR-induced endothelial dysfunction observed peripheral to the lung.

Our second working hypothesis was that an AhR-dependent disruption in barrier function may facilitate miRNA transit into the circulation. At the air-blood interface, AT-II cells serve as an important barrier, but lung microvascular endothelial cells also have roles in restricting entry into the circulation. We and our colleagues have shown that EPFR trigger a reduction in lung barrier function [86]. We thus examined the expression of genes associated with adherens junction proteins in the lungs. Our observation of reduced mRNA levels of *Tjp1* and *Ocel1* in the lungs of control but not AT-II AhR-deficient mice exposed to EPFR suggests that barrier function may be altered in an alveolar AhR-dependent manner. Studies support that AhR signaling regulates tight junction proteins at a post-transcriptional level via miRNA modulation, in turn regulating tight junction protein levels and influencing the epithelial/endothelial barrier integrity at the air-blood interface [87–93]. Intriguingly, AhR-dependent regulation of certain miRNA may itself contribute to decreasing barrier function to promote the entry of other miRNA. For example, miRNA play a crucial role in modulating mitogen-activated protein kinase (MAPK) signaling pathways essential for maintaining barrier integrity, [94, 95], and miR-200b and miR-125b have been identified as key regulators of MAPK signaling [96–98]. 

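miR-125b-5p had scaled counts of 34.2 ± 12.5 in filtered air, 64.9 ± 56.1 in EPFR lo and 78.2 ± 91.5 in EPFR (mean ± SD, n = 8 each), and a log2 fold change in EPFR of 1.20 (standard error 0.36, adjusted p = 0.0868 from edgeR). In EPFR, 5 of 8 mice lay above the filtered air median (exact permutation p = 0.125), and without EPFR mouse 3 the log2 fold change was 0.45. In EPFR lo it was 0.92 (standard error 0.36, 6 of 8 mice), and 0.44 without EPFR lo mouse 4. miR-200b, an miRNA of epithelial cells that lies beside miR-429 in the genome, had scaled counts of 23.1 ± 7.86 in filtered air, 33.3 ± 16.2 in EPFR lo and 30.0 ± 9.99 in EPFR. Its log2 fold change was 0.38 in EPFR (standard error 0.31, adjusted p = 0.991, 7 of 8 mice, exact permutation p = 0.159) and 0.51 in EPFR lo (standard error 0.31), at a mean raw count of 25.7, under the background limit. Of 14 miRNA of lung and airway epithelium, 6 were positive in EPFR (median -0.03, although camera placed the list upward) and 12 in EPFR lo (median 0.21). In edgeR 0 of these passed at an adjusted p under 0.05 in either comparison, over all miRNA or when adjusted over the list alone, and 0 in EPFR and 1 in EPFR lo passed at an unadjusted p under 0.05 (camera adjusted p = 0.613 and 0.203). With TMM or positive-control scaling the median in EPFR was 0.03 or 0.01, so its sign depends on the scaling. Within replicates 1 to 4 and replicates 5 to 8, the EPFR log2 fold change was 2.04 and 0.39 for miR-125b-5p and 0.28 and 0.48 for miR-200b, and that of miR-125b-5p in EPFR lo was 1.63 and 0.32.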

In this study, EPFR inhalation altered the plasma levels of both miR-200b and miR-125b (Fig. 1), and miR-125b levels appear regulated by AT-II cell-specific expression of *Ahr* (Fig. 3). Thus, while our data highlights that AhR in AT-II cells may regulate the biogenesis/secretion of systemic mediators, its activation may also regulate their release into the systemic circulation through its modulation of the air-blood barrier.

A limitation of our study is the relatively small sample size in AhR deficient mice of each sex. This limitation restricts our ability to explicitly delineate sex-specific AhR-dependent miRNA responses, thereby curtailing our capacity to interrogate sex-specific AhR-dependent miRNA expression. Consequently, caution must be exercised when extrapolating sex-specific miRNA responses mediated by AhR activation. We also acknowledge that our study design limited out ability to establish the causality of miRNA release systemically in EPFR-induced endothelial dysfunction. Hence, future investigations will delve into elucidating the mechanistic role of the identified miRNA in vascular physiological processes associated with EPFR-mediated endothelial dysfunction. Studies will likely also be required to elucidate the role of adherens junction integrity in the lungs in mediating miRNA release into the systemic circulation, providing a more comprehensive understanding of their systemic vascular effects. Also unclear is the persistence of the miRNA response after EPFR exposures and whether these responses are contingent upon sex or pre-existing disease.

## Conclusion

In summary, the studies outlined here highlight a potential role for systemic exosomal miRNA in mediating endothelial dysfunction induced by EPFR inhalation. We observed alterations in 29 miRNA in the plasma of mice exposed to EPFR by inhalation and we identified 17 that were altered through an EPFR-induced AhR activation in AT-II cells. Using pathway analysis, we found that 5 of these AhR-dependent miRNA appear to play roles in modulating the endothelin-1 and endothelial nitric oxide signaling pathways (Table 1), two pathways important in EPFR-induced endothelial dysfunction [22]. Our findings thus suggest that EPFR-induced AhR activation in AT-II cells at the air-blood interface can lead to vascular endothelial dysfunction beyond the lungs, potentially mediated by exosomal miRNA.

**Table 1:**
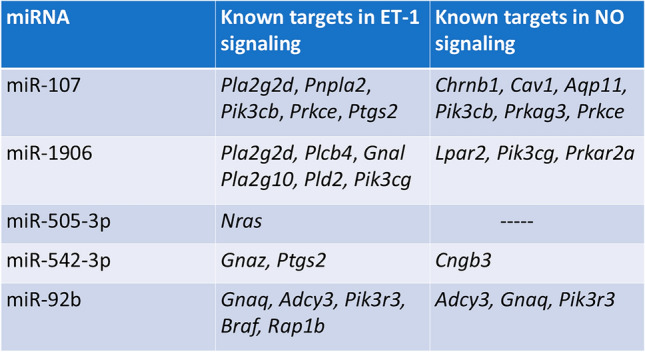
Ingenuity Pathway Analysis reveals that miRNA exhibiting comparable profiling in C57BL/6J and transgenic mice likely target genes involved in endothelin-1 (ET-1) and nitric oxide (NO) signaling

*Pla2g2d* phospholipase A2 group IID, *Pnpla2* patatin-like phospholipase domain containing 2, *Pik3cb* phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit beta, *Prkce* protein kinase C epsilon, *Ptgs2* prostaglandin-endoperoxide synthase 2, *Plcb4* phospholipase C beta 4, *Gnal* guanine nucleotide binding protein alpha stimulating olfactory type, *Pla2g10* phospholipase A2 group X, *Pld2* phospholipase D2, *Pik3cg* phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit gamma, *Nras* neuroblastoma Ras oncogene, *Gnaz* guanine nucleotide binding protein alpha z subunit, *Gnaq* guanine nucleotide binding protein alpha q subunit, *Adcy3* adenylate cyclase 3, *Pik3r3* phosphoinositide-3-kinase regulatory subunit 3, *Braf* B-Raf transforming gene, *Rap1b* RAS related protein 1b, *Chrnb1* cholinergic receptor nicotinic beta 1 subunit, *Cav1* caveolin 1, *Aqp11* aquaporin 11, *Prkag3* protein kinase AMP-activated gamma 3 non-catalytic subunit, *Lpar2* lysophosphatidic acid receptor 2, *Prkar2a* protein kinase cAMP-dependent regulatory type II alpha, *Cngb3* cyclic nucleotide gated channel beta 3

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The miRNA data from this study can be accessed from the NCBI Gene Expression Omnibus (GEO) database under Accession Numbers GSE286171 and GSE286172.

How the deposited data were processed for this re-analysis (not part of the article)

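Plasma miRNA of 24 male C57BL/6J mice was measured on the NanoString nCounter mouse panel, 8 mice each after filtered air, EPFR lo or EPFR, and the deposited values of these mice are the only data used. The mice with AhR deleted in alveolar type-II cells and their littermates, the quantitative PCR, the pathway predictions and the vascular measurements were not analysed here, and no value is given for a claim that rests on them. The authors deposited raw counts of every probe, as read by the nCounter instrument after ligation and hybridization, without scaling. The authors also deposited normalized counts, a signal scale made in nSolver from the raw counts by subtracting the geometric mean of the negative controls, scaling to the positive controls and scaling to the housekeeping genes Actb, B2m, Gapdh and Rpl19. Their deposited table of fold changes holds signed ratios, in which a decrease is written as minus the inverse ratio, so it was read as a score and turned into log2 ratios. The same table holds the authors' p-values, and the test behind them is not given in the sources used here. The deposited fold changes were set beside 14 scalings of the counts. The highest correlation of log2 fold changes, 0.978 in EPFR and 0.975 in EPFR lo, was reached by 7 scalings without background subtraction, while the deposited normalized counts gave 0.673 and 0.713. A factor per mouse shifts all log2 fold changes alike, so this correlation cannot tell the 7 scalings apart. Their median difference from the deposited values in EPFR was -0.0094 with positive controls, 0.012 with housekeeping and -1.58 with ligation controls.

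Depth was 8418 to 30483 counts of mouse miRNA per mouse. A miRNA was called above background where its mean raw count over the 24 mice exceeded the mean plus 2 SD of the negative controls. As many counts lie near that limit, changes were simulated in 200 of 566 miRNA, each either 2-fold or 4-fold. The 4-fold changes were recovered in 7 of 7 miRNA above background and 91 of 93 at or under it (97.8%). The 2-fold changes were recovered in 8 of 11 (72.7%) and 65 of 89 (73.0%), with 3 unchanged miRNA among all 174 calls. With no miRNA changed, the same test gave 0 calls at an adjusted p under 0.05 and 31 at an unadjusted p under 0.05. The simulated changes multiply the whole count, background included, whereas in plasma the background stays and hides part of a change. With 174 calls the Benjamini-Hochberg adjustment is also less strict than with the 4 calls of EPFR against filtered air. The simulation drew each miRNA independently and with the scaling known. These recoveries are therefore likely to overstate what the test can find in the real counts.

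Raw counts were tested with edgeR 4.0.16 (quasi-likelihood F test, R 4.3.3) over all 24 mice, with group as the only factor and each mouse's positive-control and housekeeping factor as library scaling. No filter on low counts was applied, and Benjamini-Hochberg adjustment was over the 566 mouse miRNA within each comparison. The comparisons were EPFR against filtered air, EPFR lo against filtered air, EPFR against EPFR lo, and a linear trend over the 3 groups. A miRNA is described as having risen or fallen only at an adjusted p under 0.05. Single miRNA and sample measures were also compared by two-sided exact permutation of 8 against 8 mice (12870 regroupings, smallest possible p = 0.000155), on log2 scaled counts with a pseudocount of 1 and without adjustment over miRNA unless stated. miRNA lists were tested with camera (limma 3.58.1), with a preset correlation of 0.01 and with the correlation estimated from the data, and with fry. In fry, 0 lists passed at an adjusted p under 0.05, the smallest being 0.164. The lists came from the paper (Fig. 1 raised, Fig. 1 lowered, the miRNA marked for EPFR lo, those increased or decreased by EPFR through AhR in alveolar type-II cells, those reduced at baseline in the knockout, and Table 1) and from general knowledge of miRNA sources and clusters (red blood cell, platelet, leukocyte, liver, striated muscle, endothelium and vascular regulation, lung and airway epithelium, neural, the let-7 and miR-17-92 families, and the Dlk1-Dio3 and Sfmbt2 clusters). The tests, comparisons, lists, alternatives and the rule for naming miRNA were written down before the data were examined, and what was added later is said to be so. The rule admits every miRNA the paper names as changed, the 10 above-background miRNA with the smallest p in each comparison, up to 3 of each list with the smallest p in EPFR, and miR-451 and miR-23a as red blood cell reference. The paper's own values for the miRNA it names had been seen by then. The rule admits 71 miRNA, and the 29 given with values were picked from these after their values were seen. Neighboring genes were read from the GRCm38.p6 annotation.

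Both particle groups share the filtered air mice, so their resemblance was set beside 100 simulations of unchanged groups and beside 70 splits of the filtered air mice into 2 sets of 4. Counts of calls were set beside 100 groupings of the same mice for each comparison, the real grouping being 1 of them. Alternatives set beforehand were TMM scaling, positive controls alone, the 100 miRNA with the highest counts, DESeq2 1.42.0, limma on the deposited normalized counts (pseudocount 1 or 10) and on background-subtracted counts, the methods' test on the deposited counts, a filter on low counts (49 miRNA), only the groups compared, the replicate number as a block, and leaving out each mouse. A block for cartridge, run or lane was also set beforehand and was not run, because no column names them. Added after the data had been seen were run set as a block and each run set alone, ligation control scaling, the ligation control level as a covariate, housekeeping factors without background subtraction, leaving out the 4 mice whose housekeeping probes lay at background, inclusion of the viral probes, and the methods' test with Bonferroni adjustment. No mouse was left out of the values given. Among 84 pairs of mice of the same group, 0 had identical counts (lowest chi-square over degrees of freedom 1.15).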

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

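The tests of explanations given for the patterns were chosen after the values had been seen. Some miRNA that rose lie outside those the paper discusses for these mice. In EPFR against filtered air this was miR-1 (log2 fold change 1.98), and in EPFR lo against filtered air miR-122 (1.62), miR-23a (1.34) and miR-106b (1.23), all at an adjusted p under 0.05 in edgeR. miR-122 was also singled out because the exposures differ from each other, by -1.33 on the log2 scale (EPFR minus EPFR lo), in a direct test. The ligation positive controls, which the paper does not report on, were 2.69-fold higher in EPFR than in filtered air mice.

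Single mice stood apart from the other 7 of their group by Dixon's criterion, the gap to the nearest mouse over the range of the group. For miR-125b-5p this was EPFR lo mouse 4 (ratio 0.552, scaled count 199 against 28.7 to 68.9). For miR-669i these were filtered air mouse 1 (0.590, 8.98 against 20.1 to 34.6) and EPFR mouse 6 (0.589, 21.0 against 10.8 to 14.2). For miR-1906 these were EPFR lo mouse 8 (0.618, 2.29 against 8.24 to 16.5) and EPFR mouse 1 (0.584, 4.32 against 8.17 to 12.5), and for miR-505 EPFR lo mouse 8 (0.549, 4.58 against 9.97 to 18.1). The negative-control geometric mean of filtered air mouse 1 was low (0.628, 10.5 against 15.6 to 19.7). These are 7 of 102 groups, where chance gives about 1 in 20, or 5.1.

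The first pattern weighed is that miRNA above background were higher in EPFR than in filtered air mice, with 32 of 41 positive, a median log2 fold change of 0.59, and 16 higher and 0 lower at an unadjusted p under 0.05. The median was 0.60 in EPFR lo, with 40 of 41 positive. The background limit was applied to the mean over all 24 mice, so a miRNA high only in exposed mice can pass it. Part of the excess of positive values can therefore come from this filter. Ligation efficiency of the reactions could also raise the miRNA above background. Within groups and run sets, the scaled level of these miRNA and the ligation control level had a Pearson correlation of 0.198 over 24 mice (95% bootstrap interval -0.198 to 0.622, permutation p = 0.410, rank correlation 0.251, 0.506 without the 2 farthest mice, 0.198 and 0.240 in the run sets), which leaves this explanation open. With the ligation level as a covariate, the median of the 41 miRNA was 0.22 in EPFR and 0.36 in EPFR lo, and 4 and 7 were higher at an unadjusted p under 0.05, which goes with this explanation, but that level is itself higher in EPFR mice, so the covariate also takes up a part of any effect of the exposure. Before scaling, the raw level gave 0.483 (permutation p = 0.0054, Benjamini-Hochberg p = 0.0108 over 2 relations, rank correlation 0.590). Red blood cell RNA in the plasma could also raise them, and hemolyzed plasma had been excluded by the authors. The log2 ratio of miR-451 over miR-23a differed by -0.038, with an error too large to exclude it, and miR-23a is itself among the miRNA that rose in EPFR lo. The above-background miRNA of the red blood cell list had a median of 0.81 in EPFR (7 miRNA) against 0.42 for the others (34 miRNA), and 0.60 against 0.59 in EPFR lo. Housekeeping scaling does not account for the pattern, since the median was 0.54 with the positive controls alone and 0.28 with top 100 miRNA scaling. The reference of the latter holds these 41 miRNA, and the rest of its 100 miRNA lie at or under the background limit. With ligation control scaling, added later, it was -1.16 in EPFR, so the pattern depends on whether the ligation controls are read as a measure of the reaction. The particle exposure is the biological explanation that the design offers, and EPFR lo, with a lower radical content, gave a median of the same size. Both medians are against the same filtered air mice, so low counts in these would raise both, and the second is not independent of the first.

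The second pattern is that the miRNA lowered in Fig. 1 were lower in EPFR than in filtered air mice. Counts at the level of the background meet the prediction made for them, because 0 of the 12 had a mean raw count above the background limit and 12 lay within the range of the viral probes, 6.46 to 22.2, which match no mouse miRNA. However, 525 of all 566 miRNA lie at or under that limit, and the median of their mean counts over the panel, 13.0, is in the same range. Many lists of this size would meet the prediction, so it does not single out background as the cause. Of the 33 viral probes, 0 were past an unadjusted p of 0.05 in EPFR. Housekeeping scaling does not account for the pattern, since the median of the 12 was -0.49 with TMM and -0.51 with the positive controls alone, where 8 of the 12 were lower at an unadjusted p under 0.05 with either. Negative controls were also lower in EPFR than in filtered air mice, by 0.27 on the log2 scale (exact permutation p = 0.065, n = 8 each), so a lower background would act in the same direction as a biological change, and the counts do not tell these apart.

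The third pattern is the higher ligation positive controls in EPFR mice. Counting efficiency of the cartridges is excluded, because the positive controls differed by -0.14 on the log2 scale (standard error 0.09). The positive controls are counted without ligation. For the run set, the smaller of the differences within run sets was 1.26. Each run set holds equally many mice of every group, so it could not have produced a group difference. The true batches are not given in the sources used here, so this value cannot tell whether a batch effect contributed. Spiked RNA does not come from the mouse, so carry-over from plasma or from RNA purification that acts on ligation could differ with exposure or with handling, and neither was tested.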

How the results depend on the processing

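In EPFR against filtered air, miR-376a was called in all 24 fits without a mouse (adjusted p up to 0.00186), miR-1 and miR-142-3p in 23, and let-7i in 12. In EPFR lo against filtered air, miR-122 was called in 24 (adjusted p up to 0.0315), miR-142-3p and miR-106b in 14, and miR-23a in 11. The miR-122 difference between EPFR and EPFR lo was called in 12. Of 17 other settings, miR-376a and miR-1 were called in 11, miR-142-3p in 10 and let-7i in 7 for EPFR.

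For EPFR against filtered air, the 4 miRNA at an adjusted p under 0.05 became 9 with top 100 miRNA scaling, 9 with DESeq2, 2 with the replicate block, 0 with limma on deposited values (pseudocount 1 or 10), limma on background-subtracted counts, the methods' test and its Bonferroni adjustment, and, among settings added later, 7 with the run set block, 540 with ligation control scaling and 1 with the ligation level as a covariate. Without a mouse they were 2 to 9. For EPFR lo against filtered air, the 4 miRNA became 2 with positive controls alone, 13 with top 100 miRNA scaling, 12 with DESeq2, 2 with the filter on low counts, 7 with the replicate block, 0 with limma (each form), the methods' test and Bonferroni, and, added later, 7 with the run set block, 111 with ligation control scaling, 1 with housekeeping without background subtraction, 1 with the ligation level as a covariate and 0 without the 4 mice with housekeeping at background. Without a mouse they were 1 to 10. For EPFR against EPFR lo, the 1 miRNA became 0 with limma (each form), the methods' test, Bonferroni, 2 groups only, ligation control scaling, housekeeping without background subtraction and without the 4 mice, and it was 0 to 1 without a mouse. For the radical dose trend, the 3 miRNA at an adjusted p under 0.05 became 6 with TMM scaling, 9 with top 100 miRNA scaling, 9 with DESeq2, 0 with limma (each form), 540 with ligation control scaling and 1 with the covariate, and 2 to 6 without a mouse.

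At an unadjusted p under 0.05, the 29 miRNA for EPFR against filtered air (22 higher, 7 lower) became 57 with TMM scaling (38 and 19), 50 with positive controls alone (31 and 19), 140 with top 100 miRNA scaling (17 and 123), 49 with DESeq2, 16 with the methods' test, 15 with the filter on low counts, 45 with limma on background-subtracted counts, 541 with ligation control scaling and 17 with the covariate (7 and 10), and 18 to 43 without a mouse, with 13 higher and 30 lower without filtered air mouse 1 and 23 and 2 without filtered air mouse 8. For the trend the 20 upward and 6 downward became 11 and 28 without filtered air mouse 1. In replicates 5 to 8 alone there were 7 higher and 11 lower in EPFR and 12 and 38 in EPFR lo, against 17 and 2 and 53 and 0 in replicates 1 to 4 alone. In EPFR lo this turn goes with the housekeeping scaling. Against filtered air the housekeeping geometric mean differed by 0.24 (log2) in replicates 5 to 8 and -0.55 in replicates 1 to 4. For EPFR lo against filtered air, the 26 (25 higher, 1 lower) became 59 with TMM scaling (34 and 25), 53 with positive controls alone (44 and 9), 135 with top 100 miRNA scaling (15 and 120), 50 with DESeq2 (31 and 19), 43 with limma on deposited values, 11 with the methods' test, 13 with the filter, 45 with limma on background-subtracted counts, 318 with ligation control scaling, 44 with housekeeping without background subtraction and 15 with the covariate, and 20 to 35 without a mouse (19 higher and 8 lower without filtered air mouse 1). For EPFR against EPFR lo, the 14 (3 higher, 11 lower) became 37 with TMM scaling (21 and 16), 45 with positive controls alone (5 and 40), 27 with top 100 miRNA scaling (19 and 8), 30 with DESeq2 (17 and 13), 5 with the methods' test, 3 with the filter, 90 with ligation control scaling, 22 with housekeeping without background subtraction and 9 without the 4 mice, and 8 to 27 without a mouse. Fewer miRNA pass with the filter because 49 are tested. With ligation control scaling the median over all miRNA is -1.81 in EPFR and -1.05 in EPFR lo, so every call made with it is of a lower miRNA, and with top 100 miRNA scaling it is -0.30 and -0.31. For the other settings the cause was not tested.

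Of the Fig. 1 miRNA, 25 had the same direction in EPFR lo and EPFR, 10 with the filter on low counts, which keeps fewer of them, and 24 to 27 without a mouse. The 14 past the threshold in EPFR against filtered air became 8 with the filter and 8 with the covariate, and 11 to 17 without a mouse. The correlation of log2 fold changes between EPFR lo and EPFR, 0.674, became 0.821 with limma on deposited values at a pseudocount of 10, and 0.618 to 0.743 without a mouse. With an estimated correlation in camera, the 9 lists called in EPFR became 1 and the 10 in EPFR lo became 0. With TMM scaling or positive controls alone, the let-7 family in EPFR was no longer called (adjusted p = 0.0561 and 0.0594), and the miRNA that the paper reports as decreased through AhR were called in EPFR lo (0.0363 and 0.0332).

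The log2 fold changes that changed sign include those of miR-1 in EPFR against EPFR lo (1.03) and of miR-221 (-0.93) and miR-1906 (-0.59) in EPFR. With ligation control scaling in EPFR, miR-142-3p was at -0.36, let-7i at -0.59, miR-144 at -0.23, miR-21 at -0.44, miR-125b-5p at -0.47, miR-200b at -1.53, miR-187 at -0.97, miR-92b at -1.22, miR-451 at -0.97 and miR-122 at -1.18, and in EPFR lo, miR-1962 at -1.06, let-7i at -0.041, miR-211 at -0.68, miR-127 at -1.08, miR-186 at -0.79, miR-376a at -0.30, miR-125b-5p at -0.33 and miR-205 at -0.39, with the miR-142-3p trend at -0.19. With top 100 miRNA scaling in EPFR lo, miR-1962 was at -0.27, miR-127 at -0.24 and miR-186 at -0.43. With DESeq2, miR-505 was at 0.0031 in EPFR, miR-186 at -0.14 in EPFR lo and miR-1 at -0.14 in EPFR against EPFR lo. With limma on background-subtracted counts in EPFR, miR-221 was at 0.013, miR-1962 at 0.17, miR-107 at 0.17, miR-1906 at 0.27 and miR-505 at 0.35. With limma on deposited values, miR-1962 was at 0.16, miR-107 at 0.089, miR-1906 at 0.083 and miR-505 at 0.20, with a pseudocount of 10 at 0.04, 0.024, 0.016 and 0.054, and with the methods' test at 0.24, 0.19, 0.15 and 0.50. With the ligation level as a covariate, miR-505 was at 0.17 and miR-542-3p at 0.052 in EPFR, and miR-127 at -0.15 in EPFR lo. Without the 4 mice, miR-505 was at 0.092 and miR-542-3p at 0.013 in EPFR, and miR-186 at -0.28 in EPFR lo. miR-186 in EPFR lo was at -0.15 with TMM scaling, -0.058 with positive controls alone and -0.085 with housekeeping without background subtraction. Without a mouse, miR-505 ranged from -0.35 to 0.092 and miR-542-3p from -0.22 to 0.025 in EPFR, miR-122 from -0.15 to 0.49 in EPFR, miR-127 from -0.028 to 0.32 and miR-186 from -0.18 to 0.18 in EPFR lo, and miR-1 from -0.23 to 1.21 in EPFR against EPFR lo.

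Mice that share a replicate number are separate animals, and the main test does not pair them. Of 24 pairs of mice with the same number, 13 deviated together with a correlation over 0.1 (lowest -0.249, highest 0.613). Within run sets the correlations ran from -0.362 to 0.527, and 6 of 24 mice correlated best with their own number. These values do not exclude that some numbers pair mice, so the replicate block is given beside the main test. The 525 miRNA at or under background limit what the counts can tell, since 13 of the 29 miRNA at an unadjusted p under 0.05 in EPFR are among them.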

Differences from the paper's values

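The paper counts 12 miRNA decreased in EPFR, and edgeR on the housekeeping-scaled counts gave 7 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 (11), limma on deposited values (8), limma on background-subtracted counts (8) and the fits without filtered air replicate 3 (14), EPFR replicate 4 (8), EPFR replicate 6 (12) or EPFR replicate 8 (11) lay within 1.5 times of the paper's value, and the others did not. The paper counts 8 miRNA altered in EPFR lo, and edgeR gave 26, where the methods' test on the deposited values (11) came within 1.5 times and the others did not. The paper counts 5 miRNA increased in EPFR lo, and edgeR gave 25, where the methods' test (7) came within 1.5 times and the others did not. The paper counts 3 miRNA decreased in EPFR lo, and edgeR gave 1, where the methods' test (4) and the fits without filtered air replicate 3 (2) or EPFR lo replicate 5 (3) came within 1.5 times and the others did not. The paper's threshold is p under 0.05, and it does not say which tests its Bonferroni adjustment covered.

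The paper lists miR-1962 among the increased miRNA in EPFR, and here its log2 fold change was -0.21 (standard error 0.32), while the other 28 miRNA of Fig. 1 had the direction of the figure. The authors' deposited table also has miR-1962 lower in EPFR (signed fold change -1.22, p = 0.295). Of the 29, 14 passed at an unadjusted p under 0.05 and 15 did not, and in the authors' deposited table 23 have a p under 0.05. With TMM scaling 21 passed, and with the methods' test on the deposited values 11. The paper gives p-values of 0.059 to 0.09 for nearly all of the remaining miRNA in EPFR lo, and here 0 of the 29 fell in that range, against 7 of the 21 unmarked miRNA in the authors' deposited table. The paper states that no miRNA was altered in EPFR lo without being altered in EPFR, and here miR-122 rose in EPFR lo, did not pass an unadjusted p of 0.05 in EPFR and differed between the exposures. The miR-122 difference between the exposures was not called under most other settings. The authors' deposited table has 23 mouse miRNA with a p under 0.05 in EPFR lo and not in EPFR. It has 29 under 0.05 in EPFR lo and 24 in EPFR, where 28.3 are expected by chance, from a test that is not stated. The paper gives 577 miRNA and 6 negative-control sequences, and the deposited counts hold 566 mouse miRNA probes, 599 with the viral probes, and 8 negative controls.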

Other observations

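Taken as lists, miRNA of blood cells lay above the other miRNA after both exposures with camera's preset correlation of 0.01. Lists were not tested against each other. The red blood cell, platelet and leukocyte lists hold more miRNA above background (7 of 10, 3 of 9 and 4 of 8) than those of lung epithelium (1 of 14) and neural tissue (0 of 9). In EPFR against filtered air, the platelet list had 8 of 9 positive log2 fold changes (median 0.27, camera adjusted p = 0.0089, and adjusted p = 0.548 with an estimated correlation), with 0 adjusted over the list alone, and the leukocyte list had 6 of 8 (median 0.12, adjusted p = 0.0134, and adjusted p = 0.564 with an estimated correlation), with miR-142-3p alone past the threshold. In EPFR lo these were 9 of 9 (median 0.45, adjusted p = 0.00922, and adjusted p = 0.456 with an estimated correlation) with 0 adjusted over the list alone, and 8 of 8 (median 0.35, adjusted p = 0.000896, and adjusted p = 0.300 with an estimated correlation) with 2. The miR-17-92 family, abundant in blood cells, had 9 of 11 positive in EPFR (median 0.32, adjusted p = 0.000849, and adjusted p = 0.548 with an estimated correlation) and 10 of 11 in EPFR lo (median 0.28, adjusted p = 0.0176, and adjusted p = 0.642 with an estimated correlation), with 0 and 1 adjusted over the list alone. The let-7 family in EPFR had 7 of 9 positive (median 0.41, adjusted p = 0.0332, and adjusted p = 0.586 with an estimated correlation), with let-7i past the threshold. The liver list in EPFR had 3 of 4 positive (median 0.17, camera adjusted p = 0.135). The striated muscle list had 4 of 7 positive in EPFR (median 0.16, adjusted p = 0.198) and 5 of 7 in EPFR lo (median 0.34, adjusted p = 0.259), with 2 and 0 higher when adjusted over the list alone. miR-205 had a log2 fold change of 0.87 in EPFR lo (standard error 0.32, adjusted p = 0.388, 8 of 8 mice, exact permutation p = 0.00451) and of -0.29 in EPFR.

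Of 19 miRNA of endothelium and vascular regulation, 7 were positive in EPFR (3 higher and 1 lower at an unadjusted p under 0.05, median -0.03, camera upward with adjusted p = 0.613) and 15 in EPFR lo (median 0.26, adjusted p = 0.164), and the EPFR median was 0.00049 with TMM scaling. Adjusted over the list alone, 2 were higher and 1 lower in EPFR and 2 higher in EPFR lo. Of 9 neural miRNA, 3 were positive in EPFR (median -0.16, camera upward with adjusted p = 0.918) and 7 in EPFR lo (median 0.16, adjusted p = 0.748). Of 59 miRNA of the Dlk1-Dio3 cluster, 15 were positive in EPFR (median -0.09, adjusted p = 0.399), where miR-376a alone rose, and 38 in EPFR lo (median 0.06, although camera placed the list downward with adjusted p = 0.259, and the median was -0.03 with TMM scaling). Of 33 miRNA of the Sfmbt2 cluster, 8 were positive in EPFR (median -0.15, adjusted p = 0.107) and 22 in EPFR lo (median 0.08, although camera placed it downward with adjusted p = 0.284, and the median was -0.04 with TMM scaling). The 6 miRNA that the paper reports as increased by EPFR through AhR in alveolar type-II cells had medians of 0.01 in EPFR (3 positive, adjusted p = 0.471) and 0.09 in EPFR lo (4 positive, adjusted p = 0.895, median -0.02 with TMM scaling), with miR-505 at -0.08 in EPFR (standard error 0.34). The 11 reported as decreased in that way had medians of -0.21 (2 positive, adjusted p = 0.242) and -0.04 (5 positive, adjusted p = 0.0591), and the 5 reported as reduced at baseline in the knockout had medians of 0.03 (3 positive, camera downward with adjusted p = 0.918) and 0.17 (4 positive, camera downward with adjusted p = 0.718). These come from mice of another cohort. In EPFR against EPFR lo, camera called 1 list, Fig. 1 raised, and this call was lost with an estimated correlation (adjusted p = 0.954).

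Chance groupings of the same mice were set beside the real ones, 100 for each comparison with the real grouping as 1 of them. In EPFR against filtered air, 10 of 100 had 4 or more miRNA at an adjusted p under 0.05 (up to 50) and 37 had 29 or more at an unadjusted p under 0.05 (up to 190), so chance is not excluded for these counts, nor for the 5 lists called outside Fig. 1, since 6 had as many (up to 7). The lists of Fig. 1 were left out of these counts, after the values had been seen, because the study chose them on the real grouping. In EPFR lo against filtered air, 3 of 100 had 4 or more miRNA at an adjusted p under 0.05 (up to 99), under the limit of 5 set beforehand, while 32 had 26 or more at an unadjusted p under 0.05 (up to 254) and 12 had 6 or more lists called outside Fig. 1 (up to 9). In EPFR against EPFR lo, 31 had 1 or more at an adjusted p under 0.05 (up to 195) and 53 had 14 or more at an unadjusted p under 0.05 (up to 319). For the trend, 9 had 3 or more (up to 128). Among the 29 miRNA with the smallest p in EPFR, 27 had the same direction in EPFR lo, and 51 of 100 groupings had as many (up to 29), while 69 of 99 other groupings reached the 25 of Fig. 1. Groupings with many more calls than the real ones may follow a structure of the samples that is not exposure. The run sets are such a structure in the EPFR and filtered air mice, where replicates 1 to 4 against 5 to 8 gave 30 miRNA at an adjusted p under 0.05 and 146 at an unadjusted p under 0.05. For the EPFR lo and filtered air mice this was 0 and 35, and for the EPFR and EPFR lo mice 2 and 36. The groupings drawn were not balanced over the run sets, as the real groups are, so their counts can include run set differences. Balanced groupings were not drawn.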
